# Regulation of *INSM1* Gene Expression and Neuroendocrine Differentiation in High-Risk Neuroblastoma

**DOI:** 10.3390/biology15010022

**Published:** 2025-12-22

**Authors:** Chiachen Chen, Siyuan Cheng, Xiuping Yu, Yisheng Lee, Michael S. Lan

**Keywords:** neuroblastoma, INSM1, N-Myc, sympatho-adrenal lineage, neuroendocrine differentiation, methionine cycle signaling, SAM, SAH, 5′-iodotubercidin

## Abstract

Neuroblastoma (NB), a pediatric cancer of sympatho-adrenal (SA) lineage, is marked by disrupted differentiation and cellular heterogeneity. INSM1, a zinc-finger transcription factor, is highly expressed in NB and developing SA tissues, where it regulates neuroendocrine differentiation, especially in chromaffin cells. We investigated INSM1’s role in maintaining an undifferentiated, progenitor-like state in NB and its regulation via metabolic and epigenetic mechanisms. Transcriptomic profiling, promoter assays, and metabolic flux analysis revealed that INSM1 expression correlates with methionine cycle activity, particularly the S-adenosylmethionine (SAM)/S-adenosylhomocysteine (SAH) ratio. Disruption of SAM/SAH balance altered *INSM1* promoter activity and histone methylation, implicating epigenetic control in NB cell fate. Retinoic acid-induced differentiation downregulated INSM1 and N-Myc, linking INSM1 to tumor cell immaturity. INSM1 overexpression in SH-SY-5Y cells upregulated neuroendocrine and thyroid hormone-related genes (*CHGA*, *CHGB*, *DDC*, *NCAM1*, *DIO3*, *TH*), while suppressing genes involved in cell cycle (*RRM*, *CDC25A*), methionine metabolism (*AHCY*, *MAT2A*), transcriptional regulation (*MYBL2*, *EZH2*), and oncogenic signaling (*ALK*, *LINC011667*). These findings suggest that INSM1 promotes NB aggressiveness by sustaining a neuroendocrine progenitor-like phenotype through metabolic-epigenetic coupling.

## Simple Summary

Neuroblastoma (NB) is a childhood cancer that arises when certain nerve-related cells fail to mature properly and become malignant. Our study focuses on a gene called INSM1, which is normally active during early cell development but is abnormally elevated in NB tumors. We aimed to understand how INSM1 contributes to cancer’s aggressiveness and poor differentiation. We discovered that INSM1 keeps tumor cells in an immature, stem-like state and is closely linked to a chemical pathway called the methionine cycle, which affects gene regulation through epigenetic changes. Disrupting this cycle alters INSM1 activity and may help push cancer cells toward normal development. We also found that retinoic acid, a compound known to promote cell differentiation, reduces INSM1 and another cancer-driving gene, N-Myc. These findings suggest that targeting INSM1 and its metabolic regulation could be a promising strategy to treat NB by encouraging tumor cells to mature and lose their malignant properties. This research provides new insights into the biology of NB and may lead to more effective therapies for children affected by this disease.

## 1. Introduction

Neuroblastoma (NB) is an aggressive pediatric malignancy originating from granule neuron precursors of the sympatho-adrenal (SA) lineage [1,2]. Metastatic NB occurs in ~70% of cases, with high-risk patients facing a survival rate of ~40% and a long-term survival rate close to 15% [3]. A major contributor to this poor prognosis is intra-tumoral heterogeneity, the diverse subpopulations of cancer cells that differ in morphology, gene expression, metabolism, proliferation, motility, and metastatic potential. In NB, cellular heterogeneity is tightly linked to variable neuroendocrine differentiation (NED) states, which sustain malignant plasticity and resistance to therapy [4]. N-Myc is a well-established driver of aggressive NB, yet direct targeting N-Myc remains challenging due to its intrinsically disordered structure and essential roles in normal cellular processes [5,6,7]. As a result, there is a critical need to identify novel nodes that cooperate with N-Myc to sustain NB progression. Our previous work identified INSM1 (insulinoma-associated protein 1) as a critical downstream effector of N-Myc. We have shown that N-Myc transcriptionally activates INSM1, and in turn, INSM1 stabilizes N-Myc protein, forming a feed-forward loop that promotes tumor growth and aggressive malignancy [8]. INSM1 expression promotes tumor growth, NED, and aggressive malignancy, while its inhibition reduces tumorigenicity in vitro and in vivo [9,10]. Additionally, we identified an adenosine kinase (ADK) inhibitor, 5′-iodotubercidin (5′-IT) potentially inhibits INSM1 expression and NB tumor growth [11]. These findings position INSM1 as a central node in N-Myc driven oncogenic program and support further investigation into its regulatory functions and NED of high-risk NB [12].

NB presents a heterogeneous pediatric malignancy characterized by variable differentiation and clinical outcomes, with poorly differentiated tumors often associated with high-risk disease and aggressive behavior. Recent evidence highlights the transcription factor INSM1 as a critical regulator in NE development and tumor biology [9]. Our preliminary data demonstrate that INSM1 expression is markedly elevated in poorly differentiated, high-risk NB tumors compared to more differentiated counterparts [12]. Functionally, INSM1 appears to sustain the NED state, promote tumor cell proliferation, and enhance malignant potential, thereby contributing to aggressive disease phenotypes [8]. These findings suggest that INSM1 not only serves as a biomarker for poor prognosis but may also represent a promising therapeutic target for intervention in aggressive NB subtypes. Together, these studies established that INSM1 is a critical regulator of NB malignancy and a potential vulnerability for intervention.

In the current study, 5′-IT suppresses *INSM1* promoter activity, shifts intra-/extra-cellular adenosine levels, induces adenosine receptor A3 (ARA_3_) signaling pathway, and triggers an apoptotic state in NB tumor cells [11]. However, upon 5′-IT treatment of NB cells there is a gap in knowledge between adenosine imbalance and *INSM1* promoter suppression. Gene expression patterns usually show silencing in heterochromatin and activation of expression in euchromatin as DNA methylation or histone modification plays a key role [13]. Interestingly, we uncovered a MAT2α inhibitor (FIDAS-5) that blocks SAM production and also enhances *INSM1* promoter activity, in contrast to the negative effect seen with 5′-IT [14]. These two-end of methionine pathway inhibitors (5′-IT and FIDAS-5) implicate the SAM to SAH conversion with the opposite effects on *INSM1* promoter activity. The SAM to SAH conversion suggests a critical role via the modulation of the trans-methylation reaction surrounding the *INSM1* promoter locus. Normally, SAHH hydrolyzes SAH into adenosine and homocysteine. This prevents SAH accumulation, which otherwise inhibits methyltransferases. When SAHH is inhibited by D9 (an analog of DZNep), SAH levels rise [15]. SAH is a potent feedback inhibitor of SAM-dependent methyltransferases, reducing methylation reactions across DNA, RNA, and proteins [16]. This leads to global hypomethylation, affecting gene expression and epigenetic states.

To dissect the molecular mechanism underlying *INSM1* gene regulation, the effect of 5′-IT to induce adenosine imbalance was examined in relationship with its perturbation of methionine cycle flux. The methylation index (SAM/SAH) change should either suppress or activate *INSM1* promoter activity via epigenetic modifications. While INSM1 has been recognized as a marker in NE tumors, its functional role in NB progression remains largely unexplored. Our study is the first to demonstrate that INSM1 is not merely a diagnostic marker but an active driver of aggressive phenotypes at high-risk, poorly differentiated NB. By linking INSM1 expressions to maintenance of the NED state and enhanced tumor proliferation, we uncovered a previously uncharacterized mechanism contributing to NB malignancy. This positions INSM1 as both a prognostic biomarker and a potential therapeutic target, offering new avenues for precision treatment in aggressive NB subtypes.

## 2. Materials and Methods

### 2.1. Cell Culture and Reagents

Seven human NB cell lines were selected based upon the expression patterns of INSM1 and N-Myc. Human NB cell lines, SKnSH, SH-SY-5Y, CHP212, SKnBE-2, CHP134, IMR-32, BE2-M17 were obtained from American Type Culture Collection (Manassas, VA, USA). NB cells were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (Atlanta Biological Inc., Flowery Branch, GA, USA), 1× penicillin/streptomycin in 5% CO_2_ incubator at 37 °C. All the cell lines were authenticated with Short Tandem Repeat DNA profiling analysis. The passage number of the cells used for the experiments was kept under 30. 5′-iodotubercidin (5′-IT, HY15424), 3-Deazaneplanocin (D9, an analog of DZNep-HCl, HY10442), and FIDAS-5 (HY-136144) were obtained from MedChemExpress (Monmouth Junction, NJ, USA). Antibodies, INSM1 (A8, sc-271408), N-Myc (B8.4B, sc-53993), were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). LSD1 (C69G12) and EZH2 (D2C9) antibodies were purchased from Cell Signaling Biotechnology (Danvers, MA, USA). The antibody to tubulin and β-tubulin III were purchased from Life Technologies (Chicago, IL, USA) and the β-actin antibody was obtained from Sigma (St. Louis, MO, USA). Horseradish peroxidase-conjugated secondary antibody was obtained from Bio-Rad laboratories (Hercules, CA, USA).

### 2.2. Analysis of SAM/SAH by ELISA

BE2-M17 cells (1 × 10^7^) were treated with 5′-IT (1.0 µM), DZNep (10 µM), or FIDAS-5 (1 μM) for 30 min or the indicated time point. Collect cells by centrifuging at 2000× *g* for 10 min at 4 °C. Sonicate or homogenize the cell pellet on ice in 1–2 mL cold PBS. Centrifuge at 10,000× *g* for 15 min at 4 °C. Remove the supernatant and store it on ice. Aliquot and store the supernatant at −80 °C for used in the assay. Standard SAM (0–40 nM), SAH (0–12.5 µM), and extracted samples were subjected to SAM and SAH ELISA kit (Cell Biolabs, Inc., San Diego, CA, USA, CBIO-MET-5151-C) assay.

### 2.3. INSM1 Promoter-Driven Luciferase Reporter Assay

Two stable BE2-M17 and IMR-32 cell lines containing an *INSM1* promoter-driven *luciferase* reporter gene were established [11]. Briefly, an *INSM1*-promoter (−426/+40 bp; accession no. U07172) was inserted into pGL4.18-[luc2P/Neo] basic vector (Promega Co. Madison, WI, USA) in front of a *luciferase* (*Luc2*) gene. *INSM1*-promoter reporter plasmid was linearized and transfected into BE2-M17 or IMR-32 cells with Lipofectamine 2000 (Invitrogen, Chicago, IL, USA) for 48 h. Transfected cells were selected with a pre-determined G418 concentration in culture medium for 2 weeks. The G418-selected stable cells were further assayed for the *INSM1* promoter-driven *Luc2* activity. The strong *Luc2* activity reflects strong *INSM1*-promoter activity in each cell line. The *Luc2* activity was analyzed with Firefly Luciferase Assay Kit 2.0 (Biotium Inc., Fremont, CA, USA).

### 2.4. Western Blot Analysis

Cell lysates were extracted with lysis buffer (10 mM Tris-HCl, pH 7.5, 150 mM NaCl, 10% glycerol, 1% Triton X-100, 1 mM DTT, 0.2 mM PMSF, 1 µg/mL aprotinin, 1 µg/mL leupeptin, 1 mM Na_3_VO_4_ and 5 mM NaF) and separated by SDS-PAGE. The electrophoresed proteins were electro-transferred onto a nitrocellulose membrane (Bio-Rad Laboratories Inc.) for Western blot analyses. The membrane was blocked with 5% non-fat dry milk in TBST (20 mM Tris-HCl, pH 7.6, 137 mM NaCl and 0.1% Tween-20), probed with indicated primary antibody overnight at 4 °C, and bound with HRP-conjugated secondary antibody at room temperature for 1 h. The blot was developed with chemiluminescence substrate (Bio-Rad Laboratories Inc.) and exposed on X-ray film (Fuji Film from Z & Z Medical, Cedar Falls, Iowa, USA). The same blot was stripped several times for subsequent antibody blotting. Western blot analysis was repeated in three separate experiments to ensure reproducibility.

### 2.5. Cell Proliferation Assay

BE2-M17 cell proliferation was measured after treatment with 5′-IT (1.0 µM), DZNep (10 µM), or FIDAS-5 (1.0 µM) for five days. Cell counts were determined on each day using trypan blue dye exclusion assay.

### 2.6. RA Induces Neurite-Outgrowth and NB Cell Differentiation

Retinoic acid (RA) induces neuronal differentiation in NB cell lines. IMR-32 and SH-SY-5Y cells were cultured in RPMI-1640 medium supplemented with 0.1% bovine serum albumin (BSA) and treated with 1 µM RA for 5 days. Morphological changes revealed prominent neurite outgrowth in RA-treated NB cells, indicative of neuronal differentiation. Molecular analyses of RA-treated BE2-M17 and SK-N-BE-2 cells were shown in mRNA levels of INSM1 using RT-PCR as compared to untreated controls. Western blot analysis of INSM1 and N-Myc protein levels in IMR-32 cells treated with increasing concentrations of RA (0, 2.5, 5, and 10 µM). β-tubulin III was included as neuronal differentiation marker.

### 2.7. ChIP-Seq Dataset Analysis

Data analysis (GSE162057 and GSE189174) was used for our established pipeline, employing Bowtie2 for sequence alignment, MACS2 for peak calling (narrow peaks for transcription factors and broad peaks for histone modifications), Homer for annotation and motif analysis, and deep Tools for data visualization. To identify genome-wide *INSM1*-binding sites and associated chromatin modifications, we analyze NB cell lines with high endogenous INSM1 expression (IMR-32, Kelly, SK-N-FI, and SKNDZ) and compared them to INSM1-negative lines (GI-ME-N and SH-EP). Chromatin immunoprecipitation followed by sequencing *(ChIP-seq*) datasets were analyzed to map INSM1 occupancy and its interplay with key epigenetic regulators, including EZH2, histone marks H3K27ac, H3K27me3, H3K4me3, and the oncogene *MYCN*.

### 2.8. Transcriptomic RANseq Analysis of INSM1 Overexpression in SH-SY-5Y

SH-SY-5Y cells were infected with adenovirus, *Ad-INSM1* for 48 h to induce overexpression of INSM1. RNA sequencing was conducted using RNA extracted from SH-SY-5Y/*Ad-LacZ* and SH-SY-5Y/*Ad-INSM1* (each containing 2 biological replicates) at Novogene Corporation Inc. (Sacramento, CA, USA). The raw data was first proceeded using FASTP software (Shifu Chen. fastp 1.0) to ensure data quality for further analysis. The raw data was submitted to public domain GEO (accession number GSE312485). The differential expression analysis was performed in R using the DESeq2 package. Gene with an adjust *p*-value less than 0.05 found by DESeq2 were assigned as significantly differential expression. The visualization heatmap was generated in R with heatmap package based on the results from DESeq2 analysis.

## 3. Results

### 3.1. Effects of 5′-IT on INSM1 Expression in NB Cells

Figure 1 illustrates the impact of 5′-IT on INSM1 expression and its relationship with NB cell sensitivity. Panel A shows the chemical structure of 5′-IT, a compound hypothesized to modulate NED pathways. Western blot analysis (Figure 1D, Supplementary Material: Figure S1) confirmed that among the six NB cell lines tested, CHP212, CHP134, BE2-M17, and IMR-32 exhibited strong expressions of both INSM1 and N-Myc, whereas SK-N-SH and SH-SY-5Y lacked detectable levels of these markers. This differential expression pattern represents diverse heterogeneous genetic background as INSM1 and N-Myc are associated with poorly differentiated, high-risk NB phenotypes. Subsequent treatment of these cell lines with increasing concentrations of 5′-IT (ranging from 5 nM to 20 μM for 48 h) revealed a positive but indirect correlation between cytotoxic sensitivity and baseline INSM1/N-Myc expression (Figure 1B,C). These findings support the hypothesis that INSM1 expression could serve as a biomarker for therapeutic response to 5′-IT and highlight the compound’s potential as a targeted agent against high-risk NB.

### 3.2. 5′-IT Involves in Methionine Cycle Pathway

Methionine adenosyl-transferase II alpha (MAT2α) is a key enzyme that catalyzes the conversion of methionine and ATP into S-adenosylmethionine (SAM), the universal methyl-group donor involved in cellular methylation reactions. S-adenosylhomocysteine (SAH), a byproduct of methylation, acts as a potent inhibitor of transmethylation and is processed through a salvage pathway involving adenosine kinase (ADK) [17]. SAH is reversibly converted to homocysteine by S-adenosylhomocysteine hydrolase (SAHH), allowing for the regeneration of methionine. Homocysteine is then remethylated to methionine using 5-methyltetrahydrofolate (5-CH3-THF) as a methyl donor, a reaction catalyzed by methionine synthase (MTR). Thus, ADK plays a dual role—not only in adenosine metabolism but also as an epigenetic regulator by influencing the efficiency of transmethylation reactions (Figure 2). Methionine pathway inhibitors are 5′-iodotubercidin (5′-IT, ADK inhibitor), DZNep-HCl (SAHH inhibitor), and FIDAS-5 (MAT2α inhibitor).

### 3.3. The Effects of FIDAS-5, DZNep, and 5′-IT on INSM1 Promoter Activities

Our results indicate that the SAHH inhibitor DZNep, which also targets histone methylation, suppresses *INSM1* promoter activity. In contrast, the MAT2α inhibitor FIDAS-5 (F-5), which blocks SAM synthesis, significantly enhances *INSM1* promoter activity. To evaluate these effects, *IMR-32-Luc2* and *BE2-M17-Luc2* NB cells were treated for 24 h with F-5, DZNep, or 5′-IT (an ADK inhibitor), either individually or in combination. As shown in Figure 3A, both DZNep and 5′-IT alone inhibited *INSM1* promoter activity in a dose-dependent manner, while F-5 alone increased promoter activity significantly by at least three-fold. Notably, co-treatment with 5′-IT (0.25 µM) and DZNep (1 µM) produced additive inhibitory effects (*p* > ***) (Figure 3B). However, F-5 was able to partially restore *INSM1* promoter activity significantly when combined with either 5′-IT (Figure 3C) or DZNep (Figure 3D), suggesting that modulation of methionine cycle flux can either suppress or activate *INSM1* promoter activity.

### 3.4. Methionine Cycle Inhibitor on INSM1 Promoter Activity

The regulation of *INSM1*-promoter is closely linked to methionine cycle flux and methylation potential. As shown in Figure 2, MAT2α catalyzes the conversion of methionine and ATP into SAM, the universal methyl donor. After methyl transfer, SAM becomes SAH, which inhibits methyltransferases if it accumulates. Thus, the SAM/SAH ratio is a critical determinant of methylation capacity.

Pharmacological interventions illustrate this relationship. 5′-IT, an ADK inhibitor, disrupts adenosine clearance, leading to SAH accumulation and reduced methylation potential, which suppresses *INSM1* promoter activity. Similarly, DZNep (D9) increases SAH by blocking its conversion to homocysteine, also inhibiting methyltransferases. In contrast, FIDAS-5, a MAT2α inhibitor, lowers SAM synthesis and the SAM/SAH ratio, but paradoxically enhances INSM1 promoter activity (Figure 4E). These effects are specific to the *INSM1* promoter, as *CMVp*-driven *luciferase* remains unaffected (Figure 4A).

SAM/SAH ELISA assays confirm that these compounds disrupt methylation balance in IMR32 cells (Figure 4B–D). Collectively, these findings suggest that methionine cycle perturbations, whether through SAM depletion or SAH accumulation—modulate INSM1 expression via epigenetic mechanisms. Maintaining an optimal SAM/SAH ratio is essential for methylation of DNA, histones, and other substrates, and its disruption alters INSM1 gene regulation and cellular function.

### 3.5. Functional Impact of Methionine Cycle Inhibitors

To evaluate the role of methionine cycle flux in NB cell growth, we performed cell proliferation assays following treatment with three distinct inhibitors: FIDAS-5 (MAT2α inhibitor), 5′-IT (ADK inhibitor), and DZNep (SAHH inhibitor). As shown in Figure 5, these compounds exerted differential effects on NB cell proliferation. FIDAS-5 treatment resulted in a significant increase in cell growth, suggesting that inhibition of MAT2α may relieve a regulatory constraint on INSM1 expression, thereby promoting a proliferative phenotype. In contrast, both 5′-IT and DZNep markedly suppressed cell proliferation consistent with their inhibitory effects on *INSM1* promoter activity observed in earlier experiment (Figure 3A). These findings indicate that methionine cycle enzymes exert opposing influences on NB cell biology, likely through epigenetic mechanisms involving methylation-dependent regulation of INSM1 and associated oncogenic pathways. Collectively, these results underscore the importance of methionine metabolism in maintaining NB aggressiveness and highlight potential therapeutic opportunities through targeted disruption of this pathway.

### 3.6. Proximal INSM1 Promoter (−426/+40 bp) Contains 56 CpG Sites

We analyzed the *INSM1* promoter sequence (−426 to +40 bp) engineered into the *pGL4.18-luciferase* reporter vector that stably transfected into BE2-M17 and IMR-32 cells [18,19]. These *INSM1* promoter-driven *luciferase* cell lines were used to screen small molecules that modulate promoter activity, such as 5′-IT [11]. The *INSM1* promoter region (467 bp) contains 56 *CpG* sites, including an N-Myc binding *E2-box* (*cacgta*) located at −315 to −310 bp (Figure 6). DNA hypermethylation within this *CpG*-rich region may contribute to *INSM1* gene suppression. Notably, a proximal promoter element at −78 to −67 bp (*ctccaggggaag*) serves as an *INSM1* binding site and functions as an autoregulatory suppressor, further influencing *INSM1* gene expression [20].

### 3.7. Epigenetic Modifications of INSM1 Gene Locus

Publicly available *ChIP-seq* datasets from two independent groups (Takenobu and Westermann) were analyzed to examine the epigenetic landscape of the *INSM1* gene locus (chromosome *20p11.23*) across various NB cell lines. *ChIP-seq* analyses rely on public datasets and offer supportive, not definitive, evidence. In IMR-32 cells (INSM1-positive), data from the Takenobu’s group revealed extensive enrichment of multiple epigenetic marks and transcription factors—including EZH2, H3K27ac, H3K27me3, H3K4me3, and MYCN—at the *INSM1* locus (Figure 7A) [21]. Westermann’s group focused on H3K4me3 modifications, comparing INSM1-positive (Kelly, SK-N-FI, SKNDZ) and INSM1-negative (GI-ME-N, SH-EP) NB cell lines [22]. Analysis revealed strong H3K4me3 enrichment at the *INSM1* locus in INSM1-positive NB cells, with minimal modification in INSM1-negative lines (Figure 7B). These findings highlight H3K4me3 as a key epigenetic mark linked to INSM1 expression, suggesting LSD1 involvement through binding to H3K4 di- and tri-methylation (H3K4me2 and H3K4me3) [23].

### 3.8. EZH2 and LSD1 Involvement in INSM1 Gene Expression

To determine whether EZH2 and/or LSD1 contribute to the regulation of *INSM1* gene expression through histone modifications, we examined their expression profiles and potential interactions with the *INSM1* promoter. As shown in Figure 8A (Supplementary Material: Figure S2), treatment with 5′-IT or DZNep significantly reduced *Luc2* reporter activity (0.08/0.45 and 0.02/0.13, respectively), which reflects *INSM1* promoter activity, along with a corresponding decrease in EZH2 expression (0.62 and 0.22). In contrast, FIDAS-5 treatment markedly increased *Luc2* activity (3.07/4.49) while only slightly reducing EZH2 levels (0.94). Notably, both 5′-IT and DZNep treatments led to elevated LSD1 expression (2.64 and 2.52), whereas FIDAS-5 had minimal effect (1.05). These results are consistent with DZNep’s role as a global histone methylation inhibitor, reducing EZH2-mediated H3K27 methylation and thereby suppressing *INSM1* promoter activity [16]. Conversely, increased LSD1—an H3K4 demethylase—may also contribute to repression of *INSM1* transcription. Previous studies have shown that LSD1 interacts with SNAG domain-containing proteins such as INSM1 and GFI1B [24]. To test whether LSD1 is recruited by INSM1 or N-Myc in NB cells, we performed co-immunoprecipitation assays using BE2-M17 cell lysates. Lysates were pre-cleared with agarose-protein G beads and immunoprecipitated with anti-INSM1, anti-N-Myc, or control IgG antibodies. The resulting complexes were analyzed by SDS-PAGE followed by Western blotting with anti-LSD1 antibody (Figure 8B, Supplementary Material: Figure S3). A 12.5% input lysate served as a positive control, and IgG as a negative control. LSD1 was readily co-precipitated with INSM1, suggesting that INSM1 recruits LSD1 to its promoter binding site (−78/−67 bp, sequence: *ctccaggggaag*). In contrast, N-Myc did not co-precipitate LSD1, indicating specificity in the INSM1–LSD1 interaction.

### 3.9. Role of INSM1 Downregulation in Retinoic Acid-Induced NB Differentiation

To investigate the contribution of INSM1 to the maintenance of poorly differentiated NB, we examined its expression dynamics during retinoic acid (RA)-induced differentiation. RA is a well-established agent that promotes NB cell differentiation and neurite outgrowth [25]. Notably, RA treatment induces neuronal-like differentiation in both INSM1-positive (IMR-32) and INSM1-negative (SH-SY-5Y) NB cell lines (Figure 9A, Supplementary Material: Figure S4). In INSM1-positive cells, RA stimulation leads to a marked downregulation of INSM1 and N-Myc expression (Figure 9B, Supplementary Material: Figure S4), suggesting that INSM1 is associated with the undifferentiated, proliferative state of NB cells. Previous studies have shown that knockdown of INSM1 impairs cell invasiveness and reduces tumorigenic potential, further supporting its role in maintaining NB aggressiveness [8]. These findings collectively indicate that INSM1 functions as a critical regulator of NB cell immaturity by maintaining the NED state and supporting proliferative capacity. RA treatment, which induces differentiation of NB cells, significantly downregulates INSM1 expression suggesting that suppression of INSM1 is associated with RA-induced differentiation. Down regulation of INSM1 could be a molecular event in the transition from an undifferentiated, aggressive phenotype to a more mature neuronal state. Mechanistically, this downregulation may involve epigenetic remodeling at the *INSM1* promoter, including changes in histone modifications and transcription factor occupancy, which shift the chromatin landscape toward a differentiation-permissive state. Thus, INSM1 not only serves as a marker of poor differentiation but also represents a functional barrier to RA-mediated maturation, highlighting its potential as a therapeutic target to enhance differentiation-based strategies in high-risk NB. Understanding the transcriptional consequences of INSM1 suppression may provide insight into NB cellular plasticity and uncover novel therapeutic targets aimed at promoting tumor cell differentiation.

### 3.10. RNAseq Transcriptomic Analysis of INSM1 Overexpression in SH-SY-5Y

Retinoic acid (RA) readily induces neuronal differentiation in SH-SY-5Y cells, even in the absence of INSM1 expression. To investigate the transcriptional impact of INSM1, we propose using INSM1-overexpression in SH-SY-5Y cells as an in vitro model for bulk-RNA sequencing to analyze pathway-level changes associated with NB aggressiveness. This approach enables a direct comparison between INSM1-expressing and INSM1-null cells, offering insights into the mechanisms driving NB cellular plasticity and revealing potential therapeutic vulnerabilities. SH-SY-5Y cells were treated with adenoviral INSM1 (*Ad-INSM1*) or control vector (*Ad-LacZ*) for two days, followed by transcriptomic analysis (Figure 10). 

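RNA from SH-SY-5Y cells, a human NB cell line, was sequenced 48 h after infection with *Ad-INSM1* or with the control adenovirus *Ad-LacZ*, with 2 biological replicates per group. The authors deposited 1 table of transcript abundances in TPM for 78724 genes, listed by versioned Ensembl identifier and symbol. The table holds no read counts, so the depth of each library is unknown. Values above 0 were listed for 31974 and 32843 genes in *Ad-INSM1* replicates 1 and 2, and for 30274 and 25294 genes in *Ad-LacZ* replicates 1 and 2. The paper names fastp for read quality and DESeq2 for differential expression, and its text does not name the quantification tool, the genome build or the annotation. DESeq2 takes read counts, so the TPM values were compared here on the log2(TPM + 1) scale with limma-trend, and p-values were adjusted by the Benjamini-Hochberg method. The test covered the 20669 genes with a mean of at least 1 TPM over the 4 libraries. Fold changes on this scale understate the change of genes with low TPM. An exact two-sided permutation test of 2 libraries against 2 cannot give a p-value below 0.333, so no single gene was tested in this way.
Over the 18473 tested genes with a known GC content, the Pearson correlation between replicates across genes was 0.971 for *Ad-INSM1* and 0.897 for *Ad-LacZ*, with genes not being independent replicates. The replicate SD over these genes was 0.356 for *Ad-INSM1* and 0.671 for *Ad-LacZ* on the log2 scale. The difference between *Ad-LacZ* replicates 1 and 2 followed the GC content of the gene, with a Spearman rho of 0.602 across genes, against 0.169 for *Ad-INSM1*. Results are therefore also given after subtraction of the trend over GC content from each library, a correction chosen after the data had been seen.

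**Figure D1:**
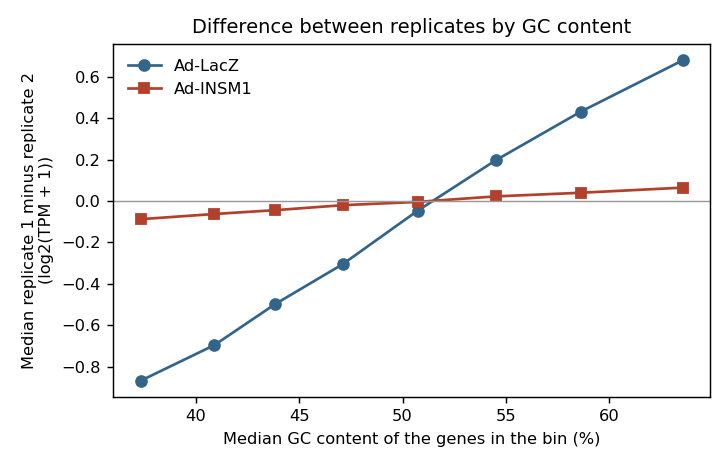
Median difference between replicate 1 and replicate 2 in log2(TPM + 1), for *Ad-LacZ* and *Ad-INSM1*, in 8 bins of genes by GC content. The *Ad-LacZ* median runs from -0.87 in the bin of lowest GC content to 0.68 in the bin of highest GC content, and the *Ad-INSM1* median from -0.09 to 0.07.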

RA treatment of SH-SY-5Y alone induced neuronal-like differentiation, confirming that INSM1 is not required for this process. However, *Ad-INSM1* overexpression significantly altered the transcriptome compared to *Ad-LacZ* controls. 

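*INSM1* itself (ENSG00000173404.5), on chromosome 20 from 20368121 to 20370949 in the GENCODE 29 annotation of GRCh38, was at 7910 ± 1092 TPM (SD, n = 2) after *Ad-INSM1* and at 4.76 ± 0.592 TPM (SD, n = 2) after *Ad-LacZ*. Its log2 fold change was 10.42 (SE 0.23), with an adjusted p of 5.72e-04 from limma-trend with Benjamini-Hochberg adjustment. The TPM values do not separate transcripts of the vector from those of the endogenous gene. Among the 20669 genes tested, *INSM1* was the 1 gene with an adjusted p under 0.05, and the next smallest adjusted p was 0.0602 in the same limma-trend test. An unadjusted p under 0.05 was given to 4159 genes, of which 2035 were higher and 2124 lower with *Ad-INSM1*. Both *Ad-INSM1* libraries lay beyond both *Ad-LacZ* libraries for 11221 genes, or 54.3% of those tested. Chance gives 33.3% if all libraries have the same spread and vary independently. The *Ad-LacZ* libraries had the wider spread and genes share the errors of a library, so the share without a group effect can be higher. The excess over 33.3% therefore does not measure the effect of the vector. After GC correction, limma-trend gave an adjusted p under 0.05 to 1315 of 18473 genes, 552 higher and 763 lower with *Ad-INSM1*. With GC correction and the test limited to the 12754 genes with a mean of at least 5 TPM, the number was 1635. From the comparison of the 2 vectors, the paper states that INSM1 overexpression altered the transcriptome.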

INSM1 overexpression was associated with upregulation of NE and thyroid hormone-related genes (*CHGA*, *CHGB*, *DDC*, *NCAM1*, *DIO3*, *TH*), suggesting a role in reinforcing NED [26,27,28,29]. 

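In the GENCODE 29 annotation of GRCh38, *CHGA* lies on chromosome 14 from 92923080 to 92935293, *CHGB* on chromosome 20 from 5911430 to 5925361, *DDC* on chromosome 7 from 50458436 to 50565457, *NCAM1* on chromosome 11 from 112961247 to 113278436, *DIO3* on chromosome 14 from 101561351 to 101563452 and *TH* on chromosome 11 from 2163929 to 2171877. *CHGA*, which encodes chromogranin A, was at 1845 ± 103 TPM (SD, n = 2) with *Ad-INSM1* and 253 ± 125 TPM (SD, n = 2) with *Ad-LacZ*. Chromogranin B transcripts of *CHGB* reached 1556 ± 22.2 TPM (SD, n = 2) with *Ad-INSM1* and 115 ± 37.4 TPM (SD, n = 2) with *Ad-LacZ*. The level of *DDC*, which encodes aromatic L-amino acid decarboxylase, was 651 ± 5.11 TPM (SD, n = 2) with *Ad-INSM1* and 62.5 ± 3.39 TPM (SD, n = 2) with *Ad-LacZ*. For *NCAM1*, which encodes a neural cell adhesion molecule, the mean was 196 ± 5.28 TPM (SD, n = 2) with *Ad-INSM1* and 100.3 ± 7.22 TPM (SD, n = 2) with *Ad-LacZ*. The deiodinase gene *DIO3* had 78.6 ± 8.05 TPM (SD, n = 2) with *Ad-INSM1* and 9.95 ± 3.53 TPM (SD, n = 2) with *Ad-LacZ*. The tyrosine hydroxylase gene *TH* had 68.9 ± 2.95 TPM (SD, n = 2) with *Ad-INSM1* and 5.10 ± 1.95 TPM (SD, n = 2) with *Ad-LacZ*. The identifiers in the table are ENSG00000100604.13 for *CHGA*, ENSG00000089199.10 for *CHGB*, ENSG00000132437.18 for *DDC*, ENSG00000149294.18 for *NCAM1*, ENSG00000197406.8 for *DIO3* and ENSG00000180176.15 for *TH*. The log2 fold changes were 3.79 (SE 0.28) for *CHGB*, 3.56 (SE 0.33) for *TH*, 3.36 (SE 0.21) for *DDC*, 2.95 (SE 0.37) for *CHGA*, 2.90 (SE 0.33) for *DIO3* and 0.96 (SE 0.22) for *NCAM1*. Each gene was higher in both *Ad-INSM1* libraries than in both *Ad-LacZ* libraries. The adjusted p-values from limma-trend with Benjamini-Hochberg adjustment over all tested genes were 0.0602 for *CHGB*, *DDC* and *TH*, 0.0666 for *DIO3*, 0.0710 for *CHGA* and 0.119 for *NCAM1*, so 0 of the 6 passed 0.05. Adjusted over the list alone, the 18 genes of Figure 10 other than *INSM1*, 17 had an adjusted p under 0.05 in limma-trend, and the 6 genes here lay between 1.08e-04 and 0.00652. This second count is not independent evidence, since the study chose the list on the same libraries. After GC correction, the adjusted p-values from limma-trend over all genes lay between 0.0169 and 0.0252 for the 6 genes. With 1 library left out at a time, the log2 fold change of *CHGA* ranged from 2.43 to 3.48 and that of *DIO3* from 2.56 to 3.23. Exons of *NCAM1* overlap those of *NCAM1-AS1* and ENSG00000247416 on the opposite strand, and their reads could be mixed if strand was not used. From the rise of these genes, the paper proposes that INSM1 reinforces NED.

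**Figure D2:**
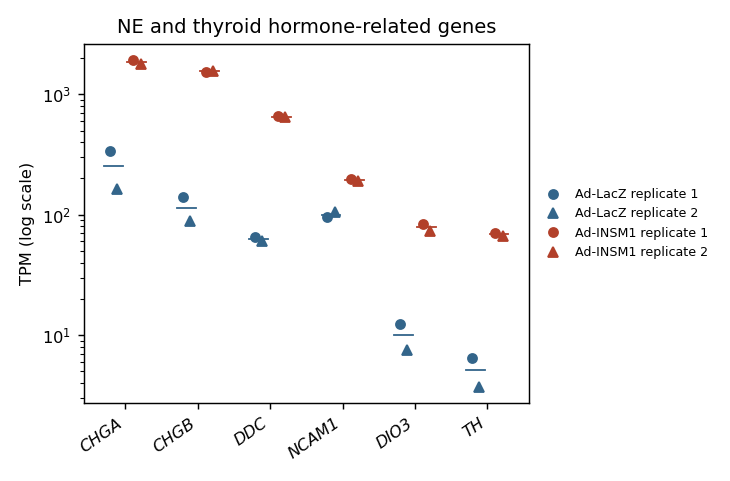
TPM on a log scale for each of the 4 libraries, with a line at the group mean, for 6 NE and thyroid hormone-related genes. Every *Ad-INSM1* point lies above both *Ad-LacZ* points, with *TH* at 68.9 against 5.10 TPM.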

Concurrently, INSM1 suppressed genes across four key pathways: cell cycle regulation (*CDC25A*, *RRM2*) [30,31], methionine metabolism (*AHCY*, *MAT2α*) [32,33], transcriptional control (*MYBL2*, *EZH2*) [34,35], and oncogenic signaling (*ALK*, *LINC011667*) [36,37]. 

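In GENCODE 29 on GRCh38, *CDC25A* lies on chromosome 3 from 48157146 to 48188402, *RRM2* on chromosome 2 from 10120698 to 10131419, *AHCY* on chromosome 20 from 34280268 to 34311802, *MAT2A* on chromosome 2 from 85539165 to 85545280, *MYBL2* on chromosome 20 from 43667019 to 43716496 and *EZH2* on chromosome 7 from 148807383 to 148884321. The table identifies them as ENSG00000164045.12 for *CDC25A*, ENSG00000171848.16 for *RRM2*, ENSG00000101444.13 for *AHCY*, ENSG00000168906.13 for *MAT2A*, ENSG00000101057.16 for *MYBL2* and ENSG00000106462.12 for *EZH2*. In the cell cycle group, *CDC25A* had 3.94 ± 0.943 TPM (SD, n = 2) with *Ad-INSM1* and 64.2 ± 1.83 TPM (SD, n = 2) with *Ad-LacZ*. *RRM2*, which encodes a ribonucleotide reductase subunit, was at 9.09 ± 1.26 TPM (SD, n = 2) with *Ad-INSM1* and 117 ± 35.5 TPM (SD, n = 2) with *Ad-LacZ*. In methionine metabolism, *AHCY* had 71.9 ± 4.08 TPM (SD, n = 2) with *Ad-INSM1* and 136 ± 8.68 TPM (SD, n = 2) with *Ad-LacZ*. *MAT2A*, the gene written MAT2α in the text, had 193 ± 5.36 TPM (SD, n = 2) with *Ad-INSM1* and 285 ± 47.2 TPM (SD, n = 2) with *Ad-LacZ*. Among transcriptional regulators, *MYBL2* had 4.59 ± 0.437 TPM (SD, n = 2) with *Ad-INSM1* and 112 ± 33.9 TPM (SD, n = 2) with *Ad-LacZ*. *EZH2* had 33.8 ± 3.31 TPM (SD, n = 2) with *Ad-INSM1* and 85.2 ± 20.3 TPM (SD, n = 2) with *Ad-LacZ*. *LINC01667*, the symbol used in Figure 10, is listed as ENSG00000293035.2 and had 2.92 ± 0.754 TPM (SD, n = 2) with *Ad-INSM1* and 101 ± 48.1 TPM (SD, n = 2) with *Ad-LacZ*. A second identifier with this symbol, ENSG00000280081.5, is listed at 0 in all 4 libraries, and how reads were divided between the 2 is unknown. The log2 fold changes were -4.62 (SE 0.41) for *LINC01667*, -4.31 (SE 0.32) for *MYBL2*, -3.73 (SE 0.29) for *CDC25A* and -3.51 (SE 0.32) for *RRM2*, each with an adjusted p of 0.0602 from limma-trend with Benjamini-Hochberg adjustment. Smaller decreases were measured for *EZH2*, at -1.29 (SE 0.28, limma-trend adjusted p = 0.114), *AHCY*, at -0.91 (SE 0.23, adjusted p = 0.135), and *MAT2A*, at -0.55 (SE 0.23, adjusted p = 0.259). All of these genes were lower in both *Ad-INSM1* libraries than in both *Ad-LacZ* libraries. After GC correction, the limma-trend adjusted p fell to 0.0143 for *MYBL2*, 0.0169 for *CDC25A* and *RRM2*, 0.0277 for *AHCY* and 0.0331 for *EZH2*, while *MAT2A* stayed above 0.05, at 0.168 with a log2 fold change of -0.33. ENSG00000293035.2, the identifier tested for *LINC01667*, has no match in GENCODE 29, so its GC content is unknown and it was not in that fit. Exons of *MAT2A* and *GGCX* overlap on opposite strands, so their reads could be mixed if strand was not used. The paper groups these genes into pathways that INSM1 suppresses.

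**Figure D3:**
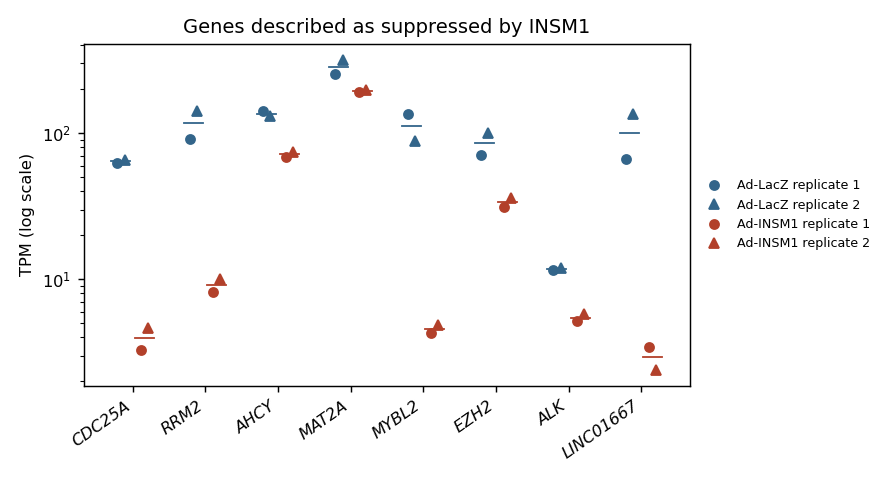
TPM on a log scale for each of the 4 libraries, with a line at the group mean, for the 8 genes in the 4 pathways, *ALK* included. Both *Ad-INSM1* points lie below both *Ad-LacZ* points for each gene, with the narrowest gap for *MAT2A*, at 197 against 252 TPM.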

Notably, ALK downregulation is significant given its established role in NB pathogenesis and poor prognosis. 

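*ALK* (ENSG00000171094.18), on chromosome 2 from 29192774 to 29921566 of GRCh38 in GENCODE 29, had 5.45 ± 0.433 TPM (SD, n = 2) with *Ad-INSM1* and 11.7 ± 0.329 TPM (SD, n = 2) with *Ad-LacZ*. The *Ad-INSM1* replicates were at 5.14 and 5.75 TPM, and the *Ad-LacZ* replicates at 11.5 and 12.0 TPM, a difference larger than the spread between replicates. The log2 fold change was -0.98 (SE 0.29), with an adjusted p of 0.165 from limma-trend with Benjamini-Hochberg adjustment over all tested genes. With 1 library left out at a time, it lay between -1.05 and -0.91. GC correction gave a log2 fold change of -1.28 and an adjusted p of 0.0502 in limma-trend, just above 0.05. For *ALK* this correction moved the *Ad-LacZ* replicates apart, from a log2 difference of 0.053 to 0.42, so the larger fold change is not firmer. *MYCN*, an NB oncogene that is not part of Figure 10, was at 9.82 ± 0.886 TPM (SD, n = 2) with *Ad-INSM1* and 11.3 ± 1.31 TPM (SD, n = 2) with *Ad-LacZ*, and its libraries overlapped between the groups.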

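Of *TRIM29*, *FAM111B*, *CENPU* and *PCLAF*, 1 gene rose and 3 fell with *Ad-INSM1*. In GENCODE 29 on GRCh38, they lie on chromosome 11 from 120111275 to 120185529, on chromosome 11 from 59107185 to 59127410, on chromosome 4 from 184694618 to 184734133 and on chromosome 15 from 64364311 to 64387687, and the table lists them as ENSG00000137699.17, ENSG00000189057.11, ENSG00000151725.12 and ENSG00000166803.14. *TRIM29* was at 210.4 ± 2.41 TPM (SD, n = 2) with *Ad-INSM1* and 25.4 ± 5.30 TPM (SD, n = 2) with *Ad-LacZ*. *FAM111B* had 1.14 ± 0.378 TPM (SD, n = 2) with *Ad-INSM1* and 54.1 ± 31.7 TPM (SD, n = 2) with *Ad-LacZ*. The centromere protein gene *CENPU* was at 4.71 ± 1.04 TPM (SD, n = 2) with *Ad-INSM1* and 82.9 ± 42.8 TPM (SD, n = 2) with *Ad-LacZ*. The PCNA-associated factor gene *PCLAF* had 3.63 ± 0.826 TPM (SD, n = 2) with *Ad-INSM1* and 63.2 ± 29.0 TPM (SD, n = 2) with *Ad-LacZ*. The log2 fold changes were 3.02 (SE 0.26) for *TRIM29*, -4.57 (SE 0.48) for *FAM111B*, -3.79 (SE 0.43) for *CENPU* and -3.73 (SE 0.40) for *PCLAF*. The limma-trend adjusted p-values over all tested genes were 0.0602, 0.0662, 0.0672 and 0.0666, in the same order, and the libraries of the 2 groups did not overlap for any of the 4 genes. *FAM111B*, *CENPU* and *PCLAF* were 2.41, 2.15 and 1.96 times as high in *Ad-LacZ* replicate 2 as in replicate 1. After GC correction, the adjusted p from limma-trend was 0.0169 for these 3 genes and 0.0234 for *TRIM29*. Exons of *CENPU* overlap those of *PRIMPOL* on the opposite strand, and exons of *PCLAF* overlap those of ENSG00000259316 on the same strand, so reads could be shared in both cases.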

Additional differentially expressed genes with diverse biological functions include *TRIM29*, *FAM111B*, *CENPU*, and *PCLAF* [38,39,40,41].

## 4. Discussion

We identified the transcription factor, INSM1 as a key regulator of NB malignancy [9]. INSM1 is highly expressed in NB tumors and in developing SA-lineage tissues, particularly during NED of chromaffin cells. In high-risk NB, elevated INSM1 expression reflects a developmental arrest, with tumor cells retaining an immature, progenitor-like phenotype. INSM1 promotes oncogenesis through transcriptional regulation and potential extranuclear functions, activating signaling pathways that favor proliferation and tumor progression over terminal differentiation. We previously demonstrated that N-Myc transcriptionally activates INSM1, while INSM1 stabilizes N-Myc protein, forming a feed-forward oncogenic loop [8]. Co-expression of both genes correlates strongly with poor patient outcomes [12]. Based on these findings, we hypothesize that INSM1 contributes to NB aggressiveness by maintaining a NE progenitor-like state, sustaining poorly differentiated tumor populations, and activating oncogenic transcriptional programs. We investigated the functional role and regulatory mechanisms of INSM1 in NB. To do so, we developed luciferase-based screening platforms driven by the *INSM1*-promoter in two NB cell lines (BE2-M17 and IMR-32) [19]. Using this system, we identified 5′-iodotubercidin (5′-IT), an adenosine kinase (ADK) inhibitor, as a compound that suppresses *INSM1* gene expression and inhibits NB cell growth [11].

Our study identifies INSM1 as a critical regulator of NB malignancy and differentiation status. INSM1, a zinc-finger transcription factor originally discovered in an insulinoma subtraction library, is highly expressed in embryonic NE precursors and NE tumors [42]. In NB, elevated INSM1 expression reflects a developmental arrest, maintaining tumor cells in an immature, progenitor-like state. This is supported by our transcriptomic analysis, where INSM1 overexpression in SH-SY5Y cells induces a NED program, upregulating NE markers (*CHGA*, *CHGB*, *DDC*, *NCAM1*) and thyroid hormone-related genes (*DIO3*, *TH*), while concurrently suppressing cell cycle regulators (*CDC25A*, *RRM2*), methionine metabolism genes (*AHCY*, *MAT2α*), transcriptional control (*MYBL2*, *EZH2*) and oncogenic drivers (*ALK*, *LINC011667*). These findings suggest that INSM1 orchestrates a transcriptional network that promotes NE identity while modulating proliferation and metabolic pathways, reinforcing its role as a master regulator of NB cell immaturity and aggressiveness.

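The log2(TPM + 1) fold changes were also summarised over lists of genes fixed before the data were examined and tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 12 lists. Some lists hold genes of Figure 10, which are 2 each of the S phase, catecholamine and methionine cycle genes and 1 each of the thyroid hormone and the PRC2 and LSD1 complex genes. Of 26 NE genes that the paper does not name, 22 were higher and 4 lower with *Ad-INSM1*, with a median log2 fold change of 0.69 (camera adjusted p = 4.39e-06). The members with the smallest p-values were *CELF3*, at 200.4 ± 11.8 TPM (SD, n = 2) against 57.7 ± 17.5 TPM (SD, n = 2), and *SCG2*, at 195 ± 8.50 TPM (SD, n = 2) against 80.2 ± 2.61 TPM (SD, n = 2). All 13 tested catecholamine genes were higher, with a median of 1.42 (camera adjusted p = 7.31e-09), and 1.17 without *TH* and *DDC* (camera adjusted p = 2.06e-06). For 11 thyroid hormone genes, 6 higher and 5 lower, the median was 0.09 (camera adjusted p = 0.464), which changed sign to -0.13 without *Ad-INSM1* replicate 1 and to -0.04 without *Ad-LacZ* replicate 1. Without *DIO3* it was -0.036.
For proliferation, all 43 S phase genes were lower with *Ad-INSM1*, with a median log2 fold change of -2.21 (camera adjusted p = 9.82e-31). Without *RRM2* and *CENPU*, which are genes of Figure 10, the median of the other 41 was -2.15 (camera adjusted p = 4.12e-29). Of 53 G2/M genes, 44 were lower and 9 higher, with a median of -0.83 (camera adjusted p = 7.31e-09). Without *Ad-LacZ* replicate 1 the G2/M median was -1.27, and without *Ad-LacZ* replicate 2 it was -0.61. After GC correction the medians were -1.97 for S phase genes and -0.49 for G2/M genes, both past 0.05 in camera. The S phase gene *MCM6* was at 9.11 ± 0.376 TPM (SD, n = 2) against 95.5 ± 21.6 TPM (SD, n = 2), and the G2/M gene *BIRC5* at 4.20 ± 1.16 TPM (SD, n = 2) against 22.2 ± 1.81 TPM (SD, n = 2). Adjusted over the list alone, 39 S phase, 14 G2/M, 9 NE, 8 catecholamine and 2 thyroid hormone genes had a limma-trend adjusted p under 0.05, against 0 in each list over all genes tested. With GC correction, genes past 0.05 over all genes were 35 S phase and 9 G2/M genes, all lower. There were also 8 catecholamine and 2 thyroid hormone genes, all higher, and 8 higher and 2 lower NE genes.
For metabolic pathways, 13 of 19 methionine cycle genes were lower and 6 higher, with a median log2 fold change of -0.39 (camera adjusted p = 0.163). Of the genes taken for enzymes drawn in Figure 2, *MTR*, *ADK* and *NT5E* had log2 fold changes of 0.38, -0.39 and 1.29, with limma-trend adjusted p-values of 0.465, 0.524 and 0.274. The legend of Figure 2 names no gene for its 5′-nucleotidase, and *NT5E* was chosen for it here. The value of *NT5E* was 0.53 without *Ad-LacZ* replicate 1 and 2.05 without *Ad-LacZ* replicate 2, and that of *MTR* was 0.18 and 0.57. For *ADK* it lay between -0.64 without *Ad-INSM1* replicate 1 and -0.14 without *Ad-INSM1* replicate 2, and was -0.052 after GC correction. Of these 3 genes, *MTR* passed 0.05 with GC correction and a mean of at least 5 TPM, with a log2 fold change of 0.62 (limma-trend adjusted p = 0.0464). The 16 genes of PRC2 and the LSD1 complex had a median of -0.31 (camera adjusted p = 0.0956), which was -0.57 without *Ad-LacZ* replicate 1 and -0.05 without *Ad-LacZ* replicate 2, and the LSD1 gene *KDM1A* had -0.30 (limma-trend adjusted p = 0.537), which was -0.51 and -0.077 without the same libraries. Adjusted over the list alone, 0 methionine cycle genes and 0 PRC2 and LSD1 complex genes passed 0.05 in limma-trend, and at an unadjusted p under 0.05 there were 5 lower and 0 higher, and 4 lower and 1 higher. With GC correction, 2 methionine cycle genes and 1 PRC2 and LSD1 complex gene, all lower, passed 0.05 over all genes.
With fry in place of camera, the adjusted p was 0.0197 for S phase genes, 0.00565 for the NE and the catecholamine genes and 0.0619 for G2/M genes. With camera's correlation estimated from the data, 0 of the 12 lists passed 0.05. From the direction of the genes it names, the paper proposes that INSM1 promotes NE identity and modulates both proliferation and metabolic pathways. It takes this as support for a role of INSM1 in keeping NB cells immature and aggressive. Its introduction also says that INSM1 appears to promote proliferation of tumor cells. The S phase genes and most G2/M genes were lower here, which is the other direction, but RNA levels do not measure growth.

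**Figure D4:**
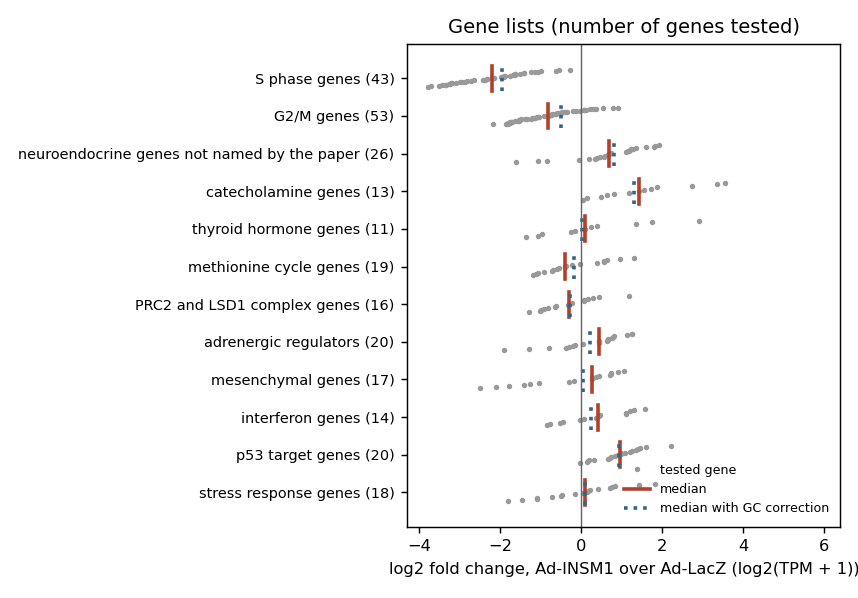
Log2 fold changes of *Ad-INSM1* over *Ad-LacZ* on the log2(TPM + 1) scale for the tested genes of 12 lists, with the median of each list before and after GC correction. The S phase genes all lie below 0, with a median of -2.21, and the catecholamine genes all lie above 0, with a median of 1.42.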

Mechanistically, INSM1 regulation is closely linked to epigenetic and metabolic pathways. Our analysis revealed strong enrichment of H3K4me3 at the *INSM1* locus in INSM1-positive NB cells, indicating an active chromatin state. This mark, along with H3K4me2, suggests involvement of LSD1, which fine-tunes *INSM1*-promoter accessibility through selective demethylation. Furthermore, perturbations in the methionine cycle significantly impact INSM1 expression. Using a luciferase-based *INSM1*-promoter assay, we identified 5′-IT, an ADK inhibitor, as a potent suppressor of INSM1 expression and NB cell growth [11]. ADK is a key enzyme in adenosine metabolism that indirectly influences methylation-dependent epigenetic processes. Its dual role arises from its ability to regulate adenosine levels and thereby control the methionine cycle flux. ADK serves as a metabolic-epigenetic link—by controlling adenosine and SAH levels, it influences methylation reactions and chromatin structure, impacting gene expression programs in NB and other cancers. ADK regulates adenosine clearance, influencing SAH hydrolysis and methylation capacity. Inhibition of ADK by 5′-IT likely disrupts adenosine homeostasis, leading to SAH accumulation and methyltransferase inhibition, thereby altering histone methylation at the *INSM1*-promoter [17]. Conversely, FIDAS-5, a MAT2α inhibitor that reduces SAM synthesis, acting on methylation from an opposite angle as compared to the ADK inhibitor, which paradoxically enhanced *INSM1* promoter activity, highlighting the complexity of methionine cycle flux in epigenetic regulation. Additionally, DZNep, an SAHH inhibitor promotes SAH accumulation and suppresses NB proliferation, consistent with its role in modulating methylation-dependent chromatin remodeling. Potentially, depletion of SAM synthesis favors *INSM1*-promoter activation, whereas SAH accumulation suppresses *INSM1* promoter activity. These findings underscore a metabolic-epigenetic axis in NB, where methionine cycle enzymes and methylation dynamics converge to regulate INSM1 expression and NB tumor phenotype. However, the mechanistic evidence of SAM/SAH index shift during INSM1 expression remains indirect.

INSM1 was identified as a potent NE biomarker highly elevated in NE and neuroepithelial neoplasms [43]. Its temporal expression in developing NE precursors defines the NED state, and dysregulation contributes to the poorly differentiated phenotype characteristic of high-risk NB. Our results position INSM1 as a central node linking developmental arrest, epigenetic regulation, and metabolic signaling in NB. Its overexpression drives transcriptomic reprogramming toward NE identity, enhances cellular invasiveness, and correlates with advanced disease staging. Targeting INSM1 directly or through upstream metabolic and epigenetic pathways offers a promising therapeutic strategy for high-risk NB. Future studies should elucidate the precise molecular interactions between INSM1, chromatin modifiers (e.g., LSD1, EZH2), and methionine cycle enzymes, as well as explore combination therapies that exploit these vulnerabilities.

## 5. Conclusions

NB is a biologically heterogeneous pediatric cancer driven by disrupted differentiation of neural crest-derived sympathetic adrenergic precursors. Our findings suggest INSM1 as a critical regulator of NB malignancy, maintaining an immature NE state and cooperating with N-Myc in a feed-forward oncogenic loop. Using an *INSM1*-promoter luciferase screening platform, we identified 5′-IT, an adenosine kinase inhibitor, as a compound that suppresses INSM1 expression and inhibits NB cell growth, implicating adenosine metabolism and methionine cycle flux in *INSM1* gene regulation. These results suggest that targeting INSM1 and its metabolic regulators may offer novel therapeutic strategies for high-risk NB.

## Figures and Tables

**Figure 1:**
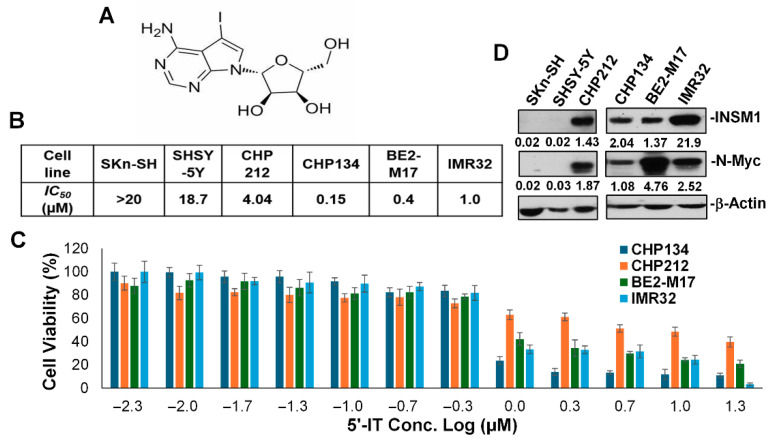
Effects of 5′-IT on INSM1 expression and cell viability in NB cells. (**A**) Chemical structure of 5′-IT. (**B**) Six human NB cell lines were treated with increasing concentrations of 5′-IT (5 nM to 20 μM) for 48 h, and cell viability was assessed using the MTS assay (*n* = 8); IC_50_ values were determined as follows: SKn-SH (>20 μM), SHSY-5Y (18.7 μM), CHP212 (4.04 μM), CHP134 (0.15 μM), BE2-M17 (0.4 μM), and IMR-32 (1.0 μM). (**C**) Dose-dependent cell viability curves for four sensitive NB cell lines (CHP134, CHP212, BE2-M17, IMR-32) show reduced viability with increasing 5′-IT concentration. (**D**) Western blot analysis of INSM1 and N-Myc protein levels (ratios) in all six cell lines were quantified with β-actin used as a loading control.

**Figure 2:**
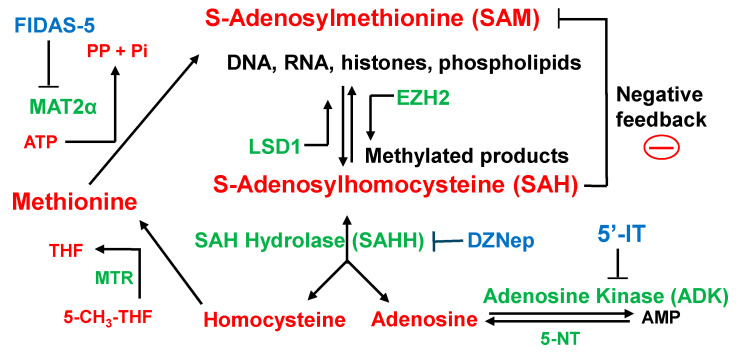
Schematic representation of the methionine cycle pathway highlighting key metabolites, enzymes, and inhibitors. The diagram illustrates the reversible reaction catalyzed by S-adenosylhomocysteine hydrolase (SAHH) and the inhibition of methionine adenosyl-transferase II alpha (MAT2α), a SAM-dependent methyltransferase (shown by flow symbol). Metabolites involved in the pathway shown in red include methionine, S-adenosylmethionine (SAM), S-adenosylhomocysteine (SAH), homocysteine, adenosine, ATP, inorganic phosphate (Pi), pyrophosphate (PP), tetrahydrofolate (THF), and 5-methyl-THF (5-CH3-THF) (flow symbol). Metabolic enzymes shown in green include 5′-nucleotidase (5-NT), adenosine kinase (ADK), SAHH (SAH hydrolase), EZH2 (histone methyltransferase), LSD1 (histone demethylase), MAT2α, and methionine synthase (MTR). Enzyme inhibitors shown in blue (block symbol) include 5′-iodotubercidin (5′-IT, ADK inhibitor), DZNep-HCl (SAHH inhibitor), and FIDAS-5 (MAT2α inhibitor).

**Figure 3:**
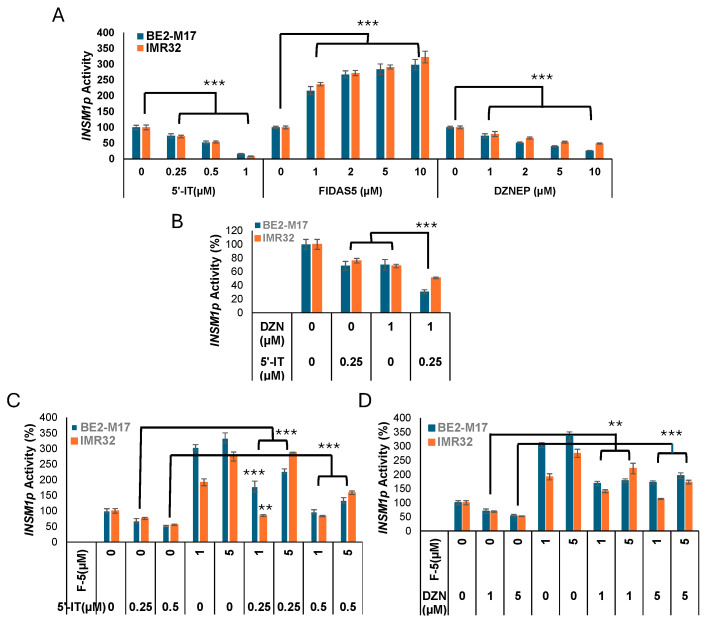
Effects of FIDAS-5, DZNep-HCl, and 5′-IT on *INSM1* promoter activity in IMR32 and BE2-M17 NB cells. (**A**) Cells were treated with increasing concentrations of FIDAS-5 (0–10 µM), DZNep-HCl (0–10 µM), or 5′-IT (0–2 µM) individually for 24 h, and *INSM1* promoter activity was measured. (**B**–**D**) Cells were treated with various combinations of FIDAS-5 (F-5), DZNep-HCl (DZN), and 5′-IT for 24 h to assess combinatorial effects on *INSM1* promoter activity. Eight sample repeats (*n* = 8) plotted against control and indicated as SD (** as *p <* 0.01, *** as *p* < 0.001) using *t*-test.

**Figure 4:**
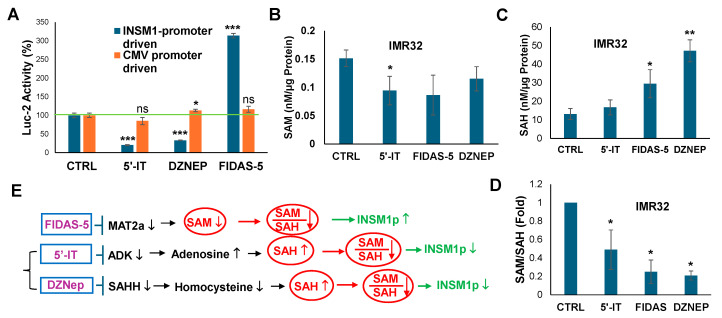
Effects of methionine cycle flux inhibitor on NB cells. (**A**) *INSM1p*-driven-*Luc2* versus *CMVp*-driven-*Luc2* were treated with FIDAS-5, 5′-IT or DZNep. 5′-IT and DZNep inhibit *INSM1* promoter activity, whereas FIDAS-5 enhances INSM1 promoter activity. In contrast to the *CMVp*-driven luciferase assay (*n* = 3). Green line indicates 100% control activity. (**B**–**D**) IMR32 cells treated with 5′-IT, DZNep, or FIDAS-5 for 48 h and subjected to SAM, SAH ELISA assay. Three sample repeats (*n* = 3) plotted against control and indicated as SD (* as *p* < 0.05, ** as *p* < 0.01, *** as *p* < 0.001) using *t*-test. (**E**) Scheme of 5′-IT, DZNep, or FIDAS-5 effect on *INSM1* promoter activity (green arrow indicates promote activity) via disruption of SAM/SAH methylation index.

**Figure 5:**
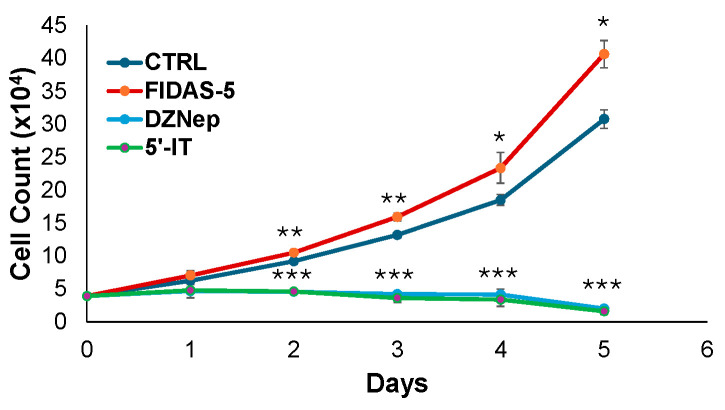
Functional impact of methionine cycle inhibitors on BE2-M17 cell proliferation. Cell growth was assessed using trypan blue exclusion over a 5-day period following treatment with FIDAS-5 (1.0 μM), DZNep (10 μM), or 5′-IT (1.0 μM). Cell counts were recorded daily and plotted against time. Significant differences compared to control are indicated (* as *p* < 0.05, ** as *p* < 0.01, *** as *p* < 0.001).

**Figure 6:**
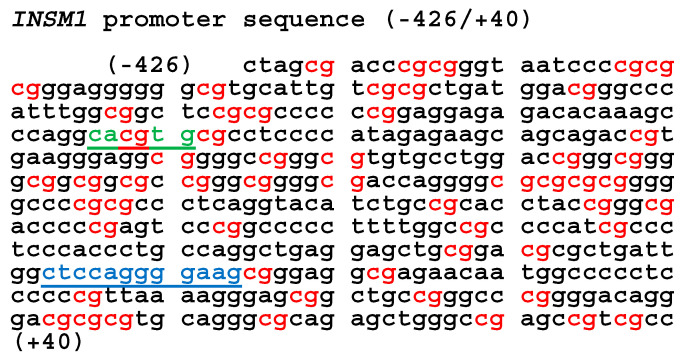
*INSM1*-promoter sequence (−426/+40) and regulatory elements. The *INSM1* promoter, linked to a luciferase reporter and used in transfected BE2-M17 or IMR-32 stable cell lines, contains 56 *CpG* sites (highlighted in red). A canonical *E-box* sequence (*cacgtg*, green underline) marks the N-Myc binding site. DNA methylation within this *CpG*-rich region (red) may play a role in regulating INSM1 expression in NB cells. Additionally, a putative INSM1 autoregulatory binding site (*ctccaggggaag*, blue underline) is located at the proximal promoter region (−78 to −67 bp), contributing to self-suppression of *INSM1* promoter activity.

**Figure 7:**
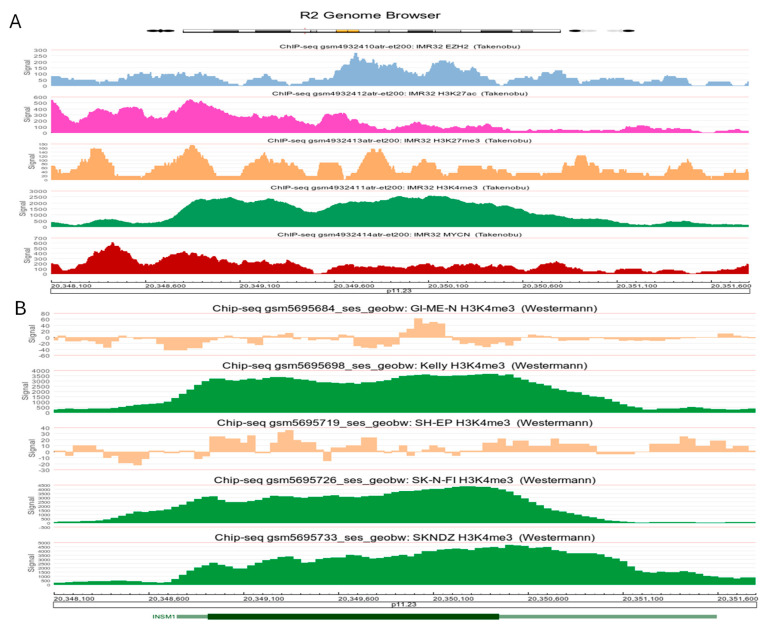
Epigenetic landscape of the *INSM1* gene locus in NB cells. (**A**) *ChIP-seq* datasets (GSE162057) from IMR-32 cells (Takenobu’s group) show enrichment of various epigenetic marks and transcription factors at the *INSM1* gene locus (between 20,348,100 -20,351,600). EZH2, H3K27ac, H3K27me3, H3K4me3, and MYCN were analyzed with R2 Genomics Analysis and Visualization platform. Each color represents different marks enriched in *INSM1* gene locus. (**B**) Comparative analysis by Westermann’s group highlights H3K4me3 profiles (GSE189174) across INSM1-positive (Kelly, SK-N-FI, SKNDZ, green color) and INSM1-negative (GI-ME-N, SH-EP, light brown color) NB cell lines. INSM1-expressing cells exhibit pronounced epigenetic modifications, particularly at promoter and enhancer regions, suggesting a regulatory role in gene activation and/or suppression.

**Figure 8:**
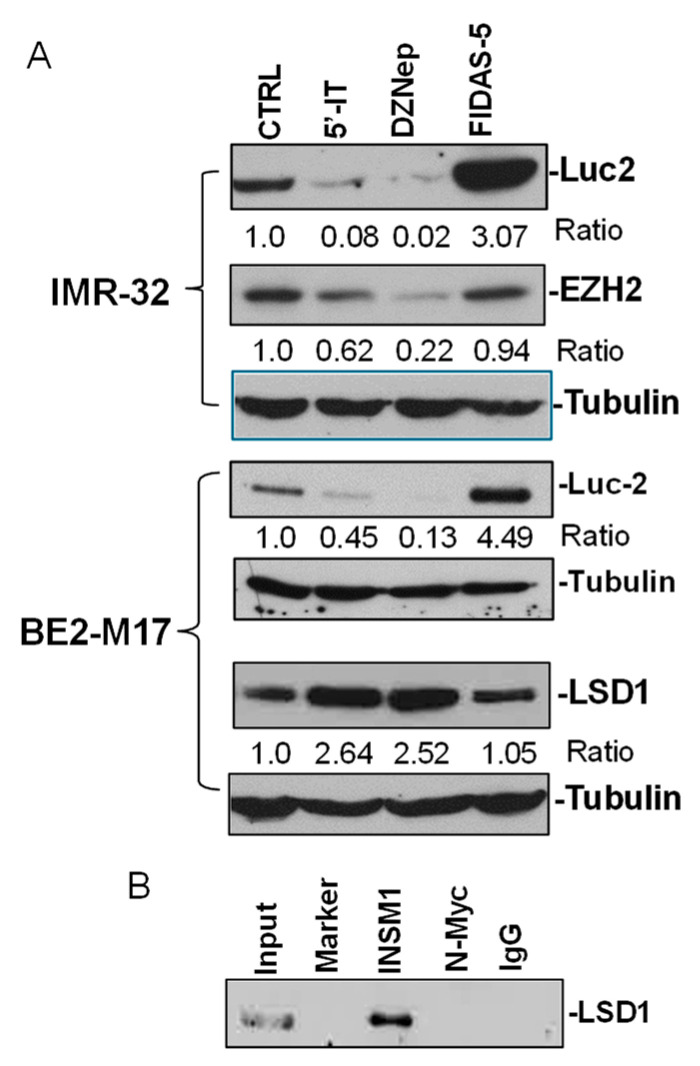
Recruitment of EZH2 and LSD1 to the *INSM1* gene locus. (**A**) Western blot analysis of Luc2, EZH2, and LSD1 protein levels in IMR-32 and BE2-M17 cells treated with 5′-IT, DZNep, or FIDAS-5. Protein expression levels were normalized to tubulin and are shown as relative expression ratios. EZH2 expression was reduced by DZNep and 5′-IT, while LSD1 levels increased under the same treatments. (**B**) Co-immunoprecipitation of INSM1 and LSD1 in BE2-M17 cells. Cell lysates were pre-cleared with agarose protein G-beads and immunoprecipitated using anti-INSM1, anti-N-myc, or control IgG antibodies. The immunoprecipitated complexes were analyzed by SDS-PAGE followed by Western blotting with anti-LSD1 antibody. A 12.5% input lysate served as positive control, and IgG served as negative control.

**Figure 9:**
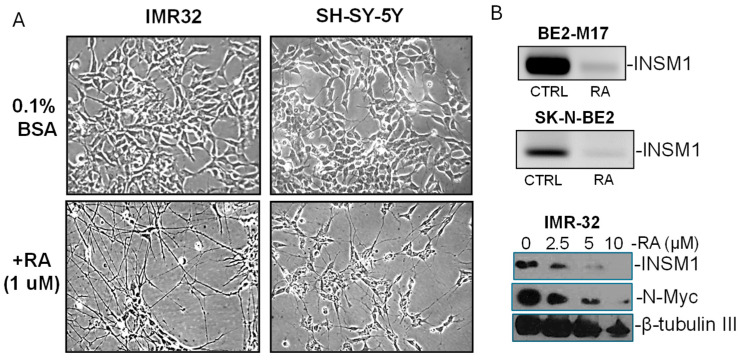
Retinoic acid (RA) promotes neuronal differentiation in NB cell lines. (**A**) Phase-contrast microscopy of IMR-32 and SH-SY-5Y cells cultured in RPMI-1640 medium with 0.1% bovine serum albumin (BSA), either untreated (top row) or treated with 1 µM RA for 5 days (bottom row) (*n* = 3). RA treatment induces prominent neurite outgrowth, indicative of neuronal differentiation. (**B**) Molecular analyses of RA-treated NB cells. Quantitative PCR shows reduced INSM1 mRNA levels in BE2-M17, and SK-N-BE-2 cells compared to untreated controls. Western blot analysis of IMR-32 cells treated with increasing concentrations of RA (0, 2.5, 5, and 10 µM) reveals a dose-dependent decrease in INSM1 and N-Myc protein levels, neuronal marker β-tubulin III serves as a loading control.

**Figure 10:**
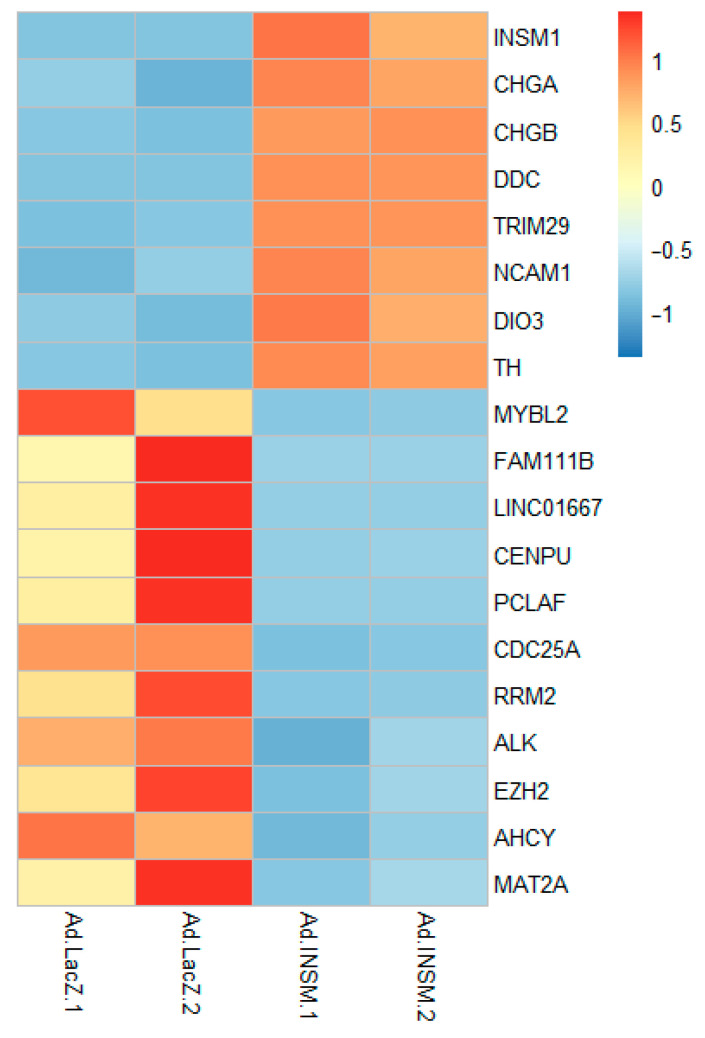
INSM1 overexpression alters transcriptomic profile in SH-SY5Y cells toward NE differentiation. SH-SY5Y cells were infected with *Ad-INSM1* or *Ad-LacZ* control adenovirus for 48 h, followed by transcriptomic analysis (*n* = 2). INSM1-overexpression induced upregulation of six NE and thyroid hormone-related genes: *CHGA*, *CHGB*, *DDC*, *NCAM1*, *DIO3*, and *TH*, indicating a shift toward NE differentiation. Concurrently, INSM1 suppressed expression of genes involved in cell cycle regulation (*CDC25A*, *RRM2*), methionine metabolism (*AHCY*, *MAT2α*), transcriptional control (*MYBL2*, *EZH2*), and oncogenic signaling: *ALK*, *LINC011667*. Additional differentially expressed genes with diverse biological functions include *TRM29*, *FAM1118B*, *CENPU*, and *PCLAF*.

## Data Availability

The data are available from the authors on reasonable request. Data availability and deposition raw and processed *RNAseq* data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE312485. Raw sequencing reads (FASTQ format) were submitted via GEO’s Sequence Read Archive (SRA) pipeline using FTP/Aspera transfer. Each sample was annotated with metadata including organism, tissue source, library preparation method, sequencing platform, and experimental condition, following GEO’s metadata template requirements.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology15010022/s1, Figure S1. Western blot analysis of INSM1 and N-Myc protein levels in all six cell lines were quantified with β-actin used as a loading control. Figure S2. Western blot analysis of Luc2, EZH2, and LSD1 protein levels in IMR-32 and BE2-M17 cells treated with 5′-IT, DZNep, or FIDAS-5. Protein expression levels were normalized to tubulin. Figure S3. Co-immunoprecipitation of INSM1 and LSD1 in BE2-M17 cells. Cell lysates were pre-cleared with agarose protein G-beads and immunoprecipitated using anti-INSM1, anti-N-Myc, or control IgG antibodies. The immunoprecipitated complexes were analyzed by SDS-PAGE followed by Western blotting with anti-LSD1 antibody. A 12.5% input lysate served as positive control, and IgG served as negative control. Figure S4. Phase-contrast microscopy of IMR-32 and SH-SY-5Y cells. Quantitative RT-PCR of INSM1 mRNA levels in BE2-M17, and SK-N-BE-2 cells. Western blot analysis of INSM1 and N-Myc protein levels in IMR-32 cells treated with increasing concentrations of RA (0, 2.5, 5, and 10 µM), neuronal marker β-tubulin III serves as a loading control.

# Supplementary material for: Regulation of INSM1 Gene Expression and Neuroendocrine Differentiation in High-Risk Neuroblastoma
**Source:** Biology (Basel). 2025 Dec 22;15(1):22. doi: 10.3390/biology15010022

Figure S1

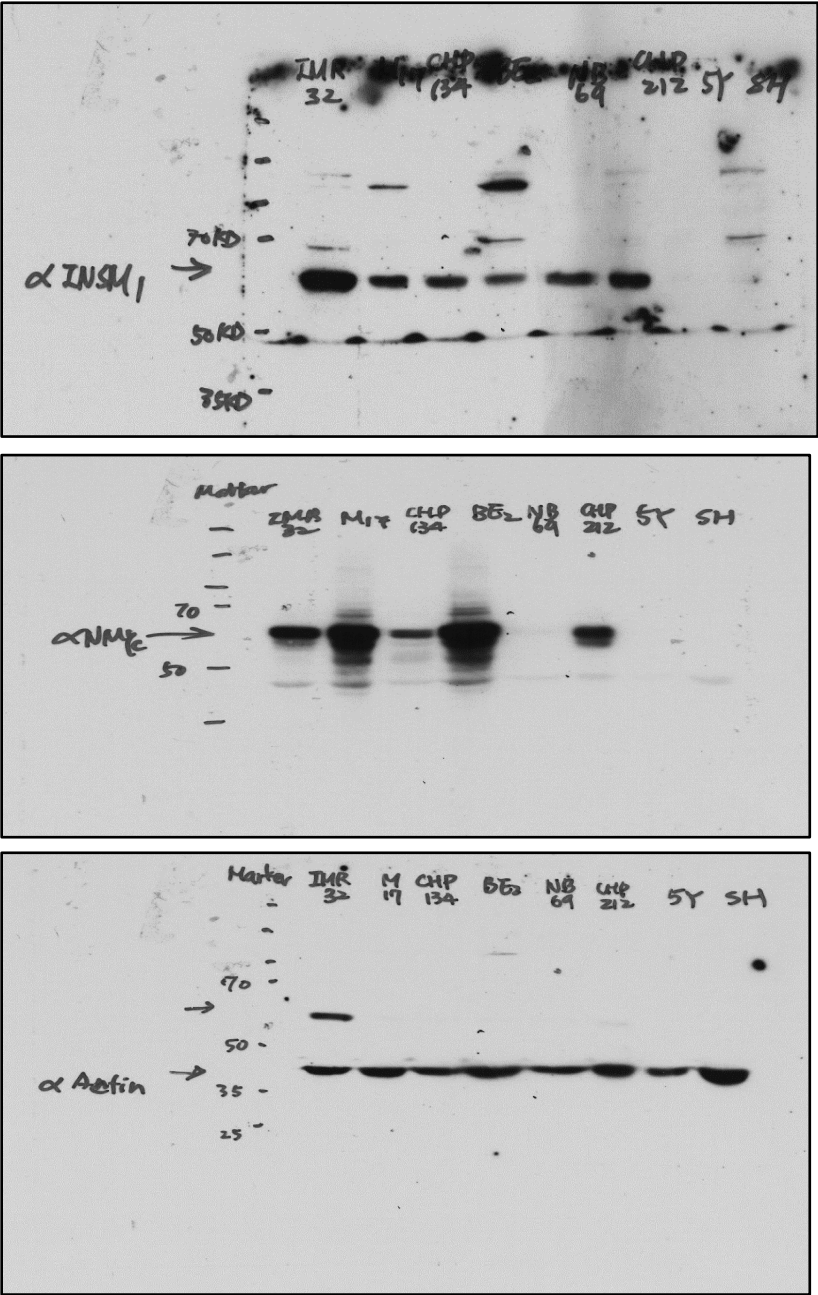

Figure S2

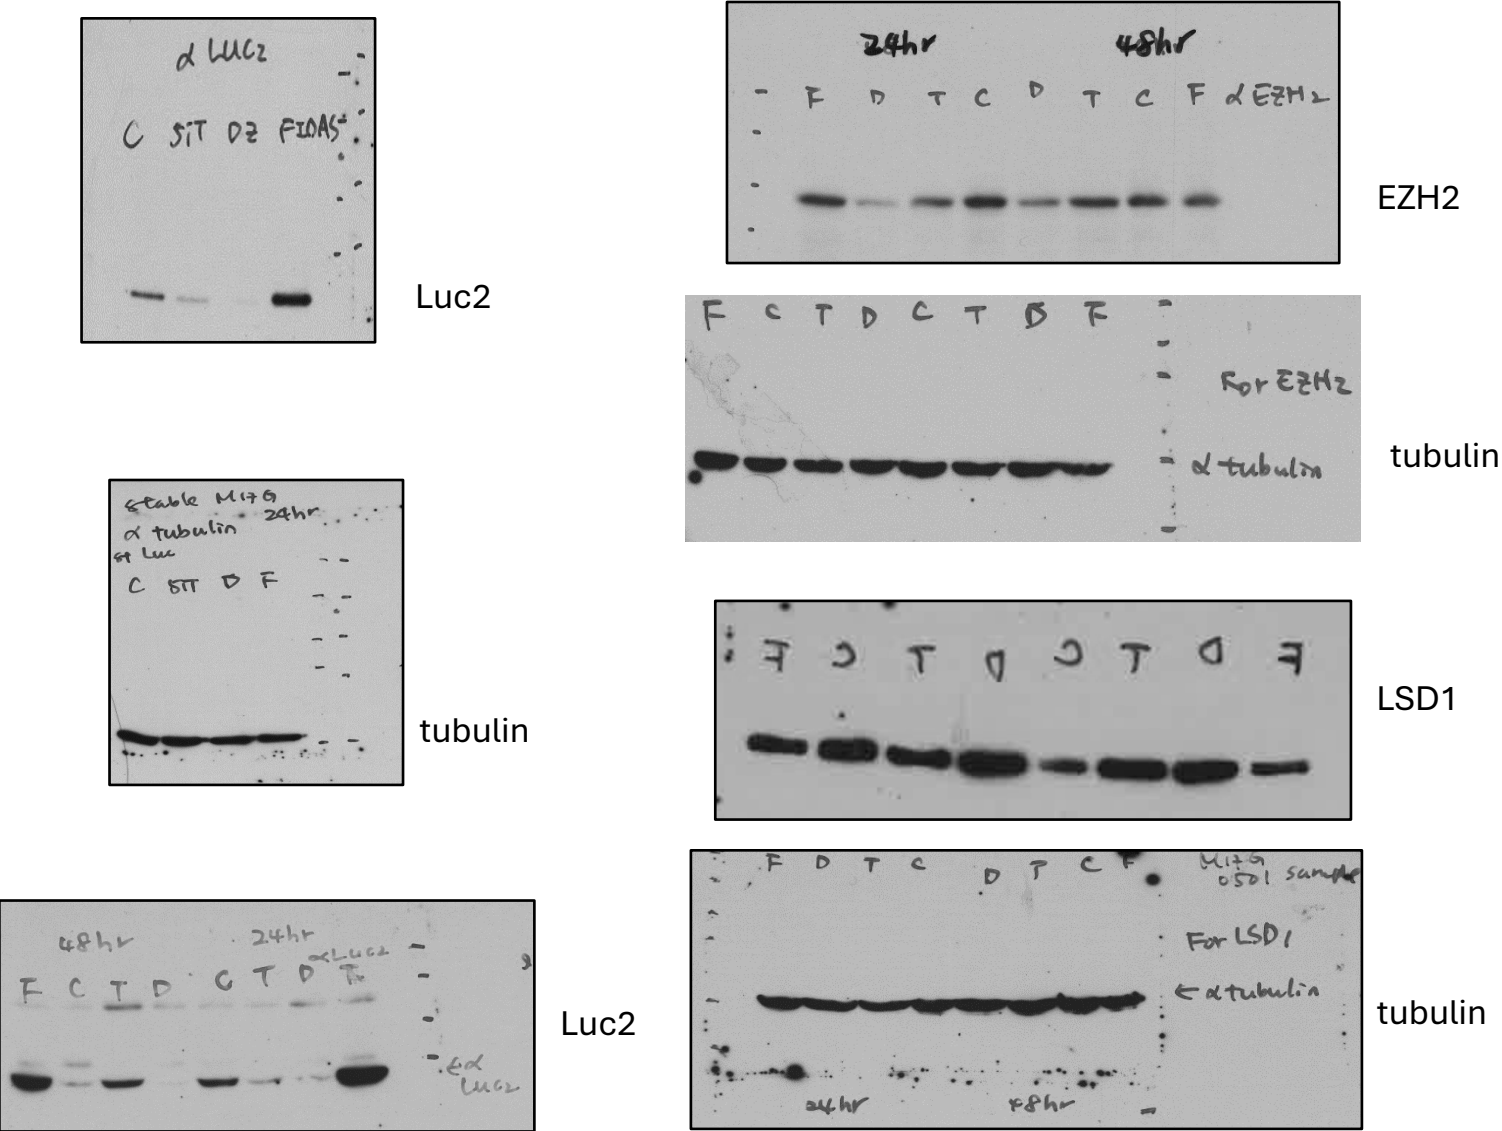

Figure S3

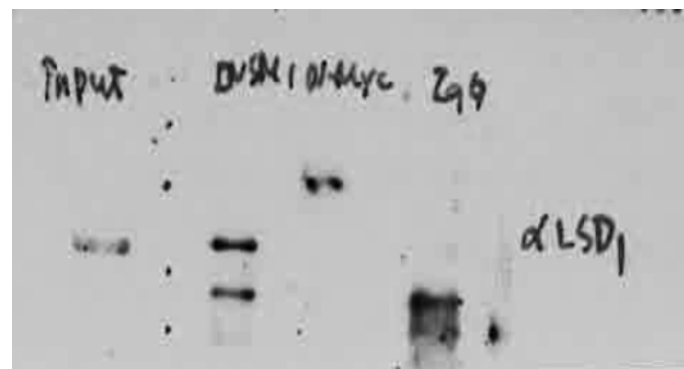

Co-IP

Figure 1 displays four micrographs of cell cultures. The top row shows confluent cultures of IMR32 (left) and SH-SY-5Y (right) cells. The bottom row shows differentiated cultures of IMR32 (left) and SH-SY-5Y (right) cells, characterized by the presence of long, thin neurites.

SH-SY-5Y

$\alpha$ NMyC D7

CTRL 2.5 5 10

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

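RNA sequencing compared SH-SY-5Y cells infected for 48 h with *Ad-INSM1* or *Ad-LacZ*, with 2 biological replicates per group. The authors checked the reads with fastp, compared the groups with DESeq2 at an adjusted p-value under 0.05, and deposited 1 table of expression values per gene. The values deposited by the authors are TPM, since each of the 4 columns sums to 1000000 over 78724 genes. The quantification tool, genome build and annotation behind them are not named in the paper's text. The table holds no read counts, so the depth of each library is unknown and no precision from counting can be given.
The analysis had been planned for read counts, with log2(value + 1) and limma-trend as the plan for a table without counts, and the latter was used. Genes with a mean of at least 1 TPM over the 4 libraries were kept, a minimum set after the table had been seen. The 20669 genes were fitted with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with eBayes and a trend of the variance over mean expression, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The fit had the vector as its only term. Fold changes are *Ad-INSM1* over *Ad-LacZ* on the log2(TPM + 1) scale. Columns were matched to samples through the sample titles and the library names of Figure 10.
Text names genes by a rule fixed before the data were examined. It covers every gene of Figure 10 and of the section on it, the methionine cycle genes of Figure 2, *MYCN*, the 5 largest rises and 5 largest falls among genes past the threshold whose libraries did not overlap between groups, and the 2 genes with the smallest p in each gene list. Other genes are marked where they appear as chosen after their values had been seen. The 12 lists, written from general knowledge before the data were examined, covered S phase, G2/M, NE genes not named by the paper, catecholamine, thyroid hormone, methionine cycle, PRC2 and LSD1 complex, adrenergic, mesenchymal, interferon, p53 target and stress response genes. No gene was in more than 1 list. They were tested with limma's camera at a correlation of 0.01, with fry and with camera's own estimate of the correlation as alternatives.
The GC content and length of a gene were taken from its longest transcript in GENCODE 29, matched on the Ensembl identifier without its version, and 18473 of the 20669 tested genes, or 89.4%, had a match. For GC correction, the loess trend (degree 1, span 0.3) of each library's deviation from the gene mean over the 4 libraries was subtracted. Coordinates are those of GENCODE 29 on GRCh38, which need not be the annotation behind the table, whose identifiers carry later versions.
The fit was tested on simulated libraries that had the means and spread of 18473 real genes. This spread was pooled over both groups after GC correction, and noise was drawn independently for each gene and library. With 200 genes changed by 3 on the log2 scale, 167 were recovered with 7 false calls, and with a GC trend as large as the measured one added to 1 library, 167 were recovered both without and with GC correction. With 2000 genes changed by 1.5, 1521 were recovered without the trend, 953 with the trend and no correction, and 1525 with the trend and GC correction. The corrected fit then made 81 false calls among 1606. In the real libraries the spread was wider for *Ad-LacZ* than for *Ad-INSM1*, so these rates need not hold there. The simulation with 2000 genes was added after the one with 200 genes had shown no gain from GC correction.
The alternatives tried were no filter, a replicate block, stricter thresholds, each library left out in turn, a pseudocount of 0.1, a mean of at least 5 TPM, quantile normalization, median-of-ratios scaling, GC correction alone and with length, with a replicate block or with a mean of at least 5 TPM, library weights, and lists without the genes of Figure 10. Results of other experiments in the paper, which have no file here, were not analysed.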

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

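The tests of explanations in this part were chosen after the result had been seen. The list of p53 target genes lies outside the genes the paper discusses, and it was higher in both *Ad-INSM1* libraries than in both controls. Of its 20 genes, 19 were higher and 1 lower with *Ad-INSM1*, with a median log2 fold change of 0.95 and a camera adjusted p of 3.92e-07 over 12 lists. The median deviation of the list from the gene means was 0.48 and 0.45 in the *Ad-INSM1* libraries, and -0.45 and -0.37 in the *Ad-LacZ* libraries. With 1 library left out at a time the median stayed between 0.84 and 0.98. The adjusted p was 0.00565 with fry and 0.134 with camera's correlation estimated from the data, so the call depends on how the correlation between genes is treated. Of single members, 8 had a limma-trend adjusted p under 0.05 over all genes after GC correction, all higher, and 0 without it. Without GC correction, 11 had an unadjusted p under 0.05, all higher, and 7 passed when adjusted over the list alone. The 2 with the smallest p were *FDXR*, at 49.2 ± 0.962 TPM (SD, n = 2) against 15.6 ± 3.43 TPM (SD, n = 2), and *BTG2*, at 74.0 ± 2.48 TPM (SD, n = 2) against 30.7 ± 0.979 TPM (SD, n = 2).
The tables argue against the GC content trend in 1 *Ad-LacZ* library as the cause, since the median was 0.92 after GC correction, with a camera adjusted p of 7.96e-09. A difference between the 2 virus preparations other than INSM1, such as the dose of virus, cannot be told apart from an effect of INSM1, because vector and gene go together in the design. The interferon genes, which respond to virus, had a median of 0.40 with 9 higher and 5 lower (camera adjusted p = 0.126), and this does not decide it. An effect of INSM1 on p53 signalling or on the cell cycle may also give this pattern and stays open as an untested hypothesis.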

How the results depend on the processing

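In the reported fit 1 gene, *INSM1*, was higher and 0 were lower at an adjusted p under 0.05, and 4159 had an unadjusted p under 0.05. The counts of 1 higher and 0 lower were also given by an adjusted p under 0.01 and by an absolute log2 fold change of at least 1 in the same fit, and by no filter, a pseudocount of 0.1, quantile normalization and median-of-ratios scaling, where 5043, 4071, 4325 and 4298 genes had an unadjusted p under 0.05. A mean of at least 5 TPM gave 55 genes, 19 higher and 36 lower, with 12 of the 18 genes of Figure 10. Library weights gave 71, 22 higher and 49 lower, with 13 of the 18. GC correction gave 1315, 552 higher and 763 lower, with 15 of the 18, GC and length correction 1471, 637 higher and 834 lower, with 16, and GC correction with a mean of at least 5 TPM 1635, 740 higher and 895 lower, with 16. Of the 55 and the 71 genes, 53 and 69 were also called after GC correction. These settings, the pseudocount and both scalings were chosen after seeing the data. In the reported fit 607 genes had an adjusted p under 0.1.
A fit with the replicate number as a block (replicate block) gave 1672 genes, 808 higher and 864 lower, with 14 of the 18, and GC correction with replicate block gave 483, 183 higher and 300 lower, with 13. The numbers do not pair the libraries, because the deviations of same-numbered libraries from their group means had a correlation of 0.042 across genes, and no source says that a number marks a shared batch.
The log2 fold change of *INSM1* kept its direction and its call in every setting with a test, and ranged from 9.88 with GC correction and a mean of at least 5 TPM to 10.67 with a pseudocount of 0.1, and from 10.28 to 10.56 with 1 library left out at a time. All other genes named by the rule kept their direction in every setting in which they were tested. Counted over these genes, calls were gained 31 times with GC correction, 28 times with the replicate block, 13 times with a mean of at least 5 TPM and 14 times with library weights, and 0 times with no filter, a pseudocount of 0.1, quantile normalization or median-of-ratios scaling. With 1 library left out at a time, the log2 fold change of 5 of the 42 named genes moved by over 1.5 times. It ranged from 0.53 to 2.05 for *NT5E*, from 0.18 to 0.57 for *MTR*, from -0.64 to -0.14 for *ADK*, from -0.51 to -0.077 for *KDM1A* and from -0.29 to -0.076 for *MYCN*.
With camera's estimated correlation, the medians of -2.21 for S phase genes, -0.83 for G2/M genes, 0.69 for NE genes not named by the paper, 1.42 for catecholamine genes and 0.95 for p53 target genes were no longer past 0.05, with adjusted p-values of 0.188, 0.311, 0.134, 0.134 and 0.134. With fry, the G2/M genes at -0.83 were no longer past it, at 0.0619, while adrenergic regulators at 0.44 and mesenchymal genes at 0.26 passed it, both at 0.0428. The direction that fry gave was not kept. For the mesenchymal genes camera pointed down, so their fry result does not show a rise. In the other settings, these 5 lists stayed past 0.05 in camera. With no filter, PRC2 and LSD1 complex genes at -0.31 passed, at 0.0119, interferon genes at 0.32 passed, at 0.0259, and the mesenchymal median reversed to -0.16, at 0.0496. With a mean of at least 5 TPM, thyroid hormone genes at 0.40 and interferon genes at 1.10 passed, at 0.0492 and 0.0202. GC correction took the medians of methionine cycle genes from -0.39 to -0.19 and of adrenergic regulators from 0.44 to 0.20. It also took those of mesenchymal genes from 0.26 to 0.044, thyroid hormone genes from 0.087 to 0.015 and interferon genes from 0.40 to 0.25. None of these lists changed side of 0.05 in camera. With GC and length correction the thyroid hormone median reversed to -0.0015. Without the genes of Figure 10, a setting chosen after seeing the data, the medians were -2.15 for S phase, 1.17 for catecholamine, -0.37 for methionine cycle and -0.30 for PRC2 and LSD1 complex genes, on the same side of 0.05 as before, and the thyroid hormone median reversed to -0.036 with *DIO3* left out. The cause was not tested for any of these changes, apart from the genes that a filter or a shorter list adds or removes.
With 1 library left out at a time, the median ranged from -2.34 to -1.99 for S phase genes, -1.27 to -0.61 for G2/M genes, 0.68 to 0.77 for NE genes, 0.84 to 0.98 for p53 target genes, -0.57 to -0.052 for PRC2 and LSD1 complex genes, 0.43 to 0.57 for adrenergic regulators, 0.36 to 0.62 for interferon genes, -0.13 to 0.23 for thyroid hormone genes, -0.17 to 0.18 for mesenchymal genes and -0.15 to 0.10 for stress response genes. The last 3 crossed 0. Fits planned for read counts (DESeq2, its size factors, library size alone, a minimum of 10 counts, limma-voom and thinned counts) were not run, because the table holds TPM without counts, and the unknown depth leaves the reliability of low TPM values open.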

Differences from the paper's values

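The paper names 6 NE and thyroid hormone-related genes as upregulated by INSM1 (the paper's number). With limma-trend on TPM, 0 of these 6 had an adjusted p under 0.05 over all genes, although all 6 were higher in both *Ad-INSM1* libraries. Of the alternatives set before the data were examined, the replicate block gave 5 of the paper's 6, while no filter, an adjusted p under 0.01 and a minimum absolute log2 fold change of 1 gave 0. The count from the replicate block is weak evidence. The replicate numbers do not pair the libraries, and the block's p-values lean on a variance shared across genes. Of the alternatives chosen after seeing the values, GC correction, GC and length correction, and GC correction with a mean of at least 5 TPM each gave 6, library weights and GC correction with replicate block each gave 5, a mean of at least 5 TPM gave 4, and a pseudocount of 0.1, quantile normalization and median-of-ratios scaling gave 0. Adjusted over the list alone, the 18 genes of Figure 10 other than *INSM1*, all 6 passed 0.05 in limma-trend, which is not independent evidence, since the study chose the list on the same libraries.
Beyond these, the paper describes *ALK* as downregulated. Its adjusted p was 0.165 in limma-trend, and of the settings adjusted over all genes, those that gave it an adjusted p under 0.05 were GC and length correction and GC correction with a mean of at least 5 TPM, both chosen after seeing the values. The paper describes *MAT2A* as suppressed. Its log2 fold change was -0.55, with a limma-trend adjusted p of 0.259, and no setting that was run gave it an adjusted p under 0.05. Adjusted over the same list alone in limma-trend, *ALK* was at 0.0172, *MAT2A* at 0.0551 and the other genes of the list at most at 0.00913. The other genes that the paper describes as suppressed, and *TRIM29*, *FAM111B*, *CENPU* and *PCLAF*, which its text calls differentially expressed, went in the direction of Figure 10 with limma-trend adjusted p-values between 0.0602 and 0.135. Among them, *CDC25A*, *RRM2*, *MYBL2*, *TRIM29*, *FAM111B*, *CENPU* and *PCLAF* passed 0.05 with a replicate block, a mean of at least 5 TPM, library weights, and GC correction alone or combined with a replicate block, length or a mean of at least 5 TPM. *LINC01667* passed with a replicate block, a mean of at least 5 TPM and library weights. *EZH2* passed with a replicate block and with GC correction, alone or with length or a mean of at least 5 TPM, and *AHCY* with GC correction, alone or with a replicate block, length or a mean of at least 5 TPM. Of the settings in this paragraph, only the replicate block was set before the data were examined, and its calls carry the limit given above.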

Other observations

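The tests of explanations in this part were chosen after the results had been seen. The *Ad-LacZ* libraries differed from each other more than the *Ad-INSM1* libraries did, with a replicate SD of 0.671 against 0.356 over 18473 genes. Part of this difference followed GC content, with a Spearman rho of 0.602 across genes between GC content and the difference of *Ad-LacZ* replicate 1 from replicate 2. The mean of the *Ad-INSM1* libraries minus *Ad-LacZ* replicate 2 had a median of -0.81 in the bin of lowest GC content and 0.87 in the bin of highest GC content, so that replicate 2 was higher in the former and lower in the latter. With *Ad-LacZ* replicate 1 subtracted instead, the medians were 0.03 and 0.18, so the trend lies mostly in replicate 2. GC content is not the whole of it, because the *Ad-LacZ* replicate SD was still 0.574 after GC correction, against 0.354 for *Ad-INSM1*. Transcript length adds little, since the SD was 0.571 with a length correction as well. Sampling noise from a lower depth would not widen the gap among highly expressed genes. Yet after GC correction the *Ad-LacZ* SD was 3.85 times that of *Ad-INSM1* over the 1463 genes with a mean of at least 100 TPM. Over all genes, also after GC correction, it was 1.62 times. Mitochondrial genes took 5.02% of TPM in *Ad-LacZ* replicate 2, against 2.96% in replicate 1 and 2.12% and 2.60% in the *Ad-INSM1* libraries. A difference between the cultures or the RNA preparations stays open and was not tested.
The trend bears on the number of genes past the threshold. GC correction took this number from 1 to 1315, while 10 corrections with the GC values shuffled among the same 18473 genes gave at most 49, and the uncorrected fit of these genes gave 1. A GC content trend in 1 library may therefore hide many differences between the groups in the uncorrected fit. In the simulated libraries without correction, the trend lowered recovery from 1521 to 953 of 2000 genes changed by 1.5. It left recovery at 167 of 200 genes changed by 3. The simulated trend alone thus did not bring the number near 1. The simulated libraries of both groups had the same spread per gene and independent noise, while the real *Ad-LacZ* libraries varied more than the *Ad-INSM1* libraries. The simulation therefore cannot settle what the trend does in the real libraries. Among the 3 ways to split the 4 libraries into 2 groups of 2, 1 split, the real one, gave as many genes as observed, both without GC correction and with it, where the other splits gave 0. With 3 splits, chance cannot be told apart from an effect in this way.
After GC correction, the rule for the largest changes gave, besides *INSM1*, genes chosen here after their values had been seen. The falls were led by *LHX2*, at 0 and 0.130 TPM with *Ad-INSM1* and 23.1 and 32.6 TPM with *Ad-LacZ* (log2 fold change -5.13, limma-trend adjusted p = 0.0171), followed by *MYBL2* and by *PCDH8*, at 0.570 ± 0.251 TPM (SD, n = 2) against 30.1 ± 1.18 TPM (SD, n = 2). Among the rises, *CHGB* was the one with a value above 0 in the controls, and *MT-TA*, *GUSBP14*, *KHDC1L* and *GTPBP6* were listed at 0 in both *Ad-LacZ* libraries, which in a table without counts can be a failed estimate. *KHDC1L* was at 16.2 and 21.3 TPM with *Ad-INSM1*. *HBA1* and ENSG00000267059 were the other falls, and *HBA1* has a near-identical copy, with the division of reads between the copies unknown.
Values of 0 can also come from reads divided between copies. The histone gene *H2AC19* was at 152.8 and 41.3 TPM in the *Ad-INSM1* libraries and listed at 0 in both *Ad-LacZ* libraries, while its near-identical copy *H2AC18* was at 0 and 127.7 TPM with *Ad-INSM1* and at 245.3 and 63.8 TPM with *Ad-LacZ*. The log2 fold change of the 2 copies summed was 0.36, but it was 1.32 without *Ad-LacZ* replicate 1 and -0.61 without *Ad-LacZ* replicate 2. For a second pair of copies, *H4C14* and *H4C15*, the log2 fold changes were -0.77 and 2.35. The value of *H4C14* rests on the *Ad-LacZ* libraries, with 0.061 without replicate 1 and -1.60 without replicate 2, so that a fall is not established. The sum of this pair had 0.82, with 1.41 and 0.23 without the same libraries. The division of reads between copies stays open as a candidate explanation for the apparent rise of *H2AC19*, since a sum over copies that move apart lies between them whatever the cause. No biological explanation was tested for these genes, which were chosen after their values had been seen.
*DIO3* rose together with *RTL1* and *DLK1*, its neighbours on chromosome 14, which were chosen after their values had been seen. *RTL1* was at 237.2 and 233.4 TPM with *Ad-INSM1* and 41.1 and 38.5 TPM with *Ad-LacZ*, and *DLK1* at 3065 and 2881 TPM against 1116 and 781 TPM. Their log2 fold changes were 2.54 and 1.67, with limma-trend adjusted p-values of 0.0602 and 0.0735. A change that reaches past *DIO3* is argued against, since the 9 other tested protein-coding genes within 1 Mb of it in GENCODE 29 all lie past *DIO3*, on the side away from *DLK1*, and had log2 fold changes from -0.92 to 0.67, with a median of 0.20. The GC content trend is argued against as well, since the smallest log2 fold change of the 3 genes was 1.47 after GC correction. Between *DLK1* and *DIO3*, *RTL1* was the only protein-coding gene tested, and the 6 tested non-coding genes had a median log2 fold change of 1.43. Of these, ENSG00000230805 had 2.50, *LINC00524* 1.94, *DIO3OS* 1.67 and *MEG3* 1.18, while *MEG9* had 0.31 and *MEG8*, whose span overlaps that of *RTL1*, had -0.01. The *Ad-LacZ* replicates of *MEG8* were at 3.49 and 17.2 TPM, on either side of its *Ad-INSM1* replicates at 9.59 and 6.67 TPM. Those of *MEG9* were at 2.45 and 1.23 TPM, against 2.41 and 2.48 TPM with *Ad-INSM1*, so neither gene is shown to be unchanged. A change over the stretch from *DLK1* to *DIO3* is therefore not excluded. Joint regulation of the 3 genes by INSM1 may explain the pattern and was not tested.
Of the lists that the paper does not discuss, 13 of 20 adrenergic regulators were higher, with a median log2 fold change of 0.44 (camera adjusted p = 0.0956), but the 2 members with the smallest p fell, *SOX11* from 74.7 ± 17.9 TPM (SD, n = 2) to 19.0 ± 0.627 TPM (SD, n = 2) and *SIX3* from 33.5 ± 0.0480 TPM (SD, n = 2) to 13.0 ± 0.498 TPM (SD, n = 2). Mesenchymal genes had a median of 0.26 over 17 genes, with camera pointing down (adjusted p = 0.518). This median was -0.01 without *Ad-LacZ* replicate 1, -0.17 without *Ad-LacZ* replicate 2 and 0.04 after GC correction. At an unadjusted p under 0.05 in limma-trend, 1 mesenchymal gene was higher and 5 were lower. The 2 members with the smallest p fell, *RUNX1* with a log2 fold change of -2.51 and *SMAD3* with -1.42. Interferon genes had a median of 0.40 over 14 genes (camera adjusted p = 0.126), which was 0.62 without *Ad-LacZ* replicate 1. Stress response genes had a median of 0.09 over 18 genes (camera adjusted p = 0.764), which was -0.15 without *Ad-LacZ* replicate 1 and 0.02 without *Ad-INSM1* replicate 1.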
